# The susceptibility of sea-island cotton recombinant inbred lines to *Fusarium oxysporum* f. sp. *vasinfectum* infection is characterized by altered expression of long noncoding RNAs

**DOI:** 10.1038/s41598-019-39051-2

**Published:** 2019-02-27

**Authors:** Zhengpei Yao, Quanjia Chen, Dong Chen, Leilei Zhan, Kai Zeng, Aixing Gu, Jian Zhou, Yu Zhang, Yafu Zhu, Wenwei Gao, Liping Wang, Yi Zhang, Yanying Qu

## Abstract

Disease resistance is one of the most complicated yet important plant traits. The potential functions of long noncoding RNAs (lncRNAs) in response to pathogenic fungi remain unclear. In this study, we sequenced the transcriptomes of four different sea-island cotton (*Gossypium barbadense*) recombinant inbred lines (RILs) with susceptible, highly susceptible, highly resistant, or super highly resistant phenotypes and compared their responses to *Fusarium oxysporum* f. sp. *vasinfectum* (*Fov*) infection with those of their susceptible and resistant parents. Infection-induced protein coding genes were highly enriched in similar disease resistance-related pathways regardless of fungal susceptibility. In contrast, we found that the expression of a large number of *Fov* infection-induced lncRNAs was positively correlated with plant susceptibility. Bioinformatics analysis of potential target mRNAs of lncRNAs with both trans-acting and cis-acting mechanisms showed that mRNAs co-expressed or co-located with *Fov*-regulated lncRNAs were highly enriched in disease resistance-related pathways, including glutathione metabolism, glycolysis, plant hormone signal transduction, anthocyanin biosynthesis, and butanoate metabolism. Together these results suggest that lncRNAs could play a significant role in the response to pathogenic fungal infection and the establishment of disease resistance. The transcriptional regulation of these infection-susceptible lncRNAs could be coordinated with infection-susceptible mRNAs and integrated into a regulatory network to modulate plant-pathogen interactions and disease resistance. *Fov*-susceptible lncRNAs represent a novel class of molecular markers for breeding of *Fov*-resistant cotton cultivars.

## Introduction

Long noncoding RNAs (lncRNAs), the most common noncoding RNAs, are transcripts that are longer than 200 nt. LncRNAs have a low conservation rate, low expression levels, tissue- and cell-specific expression patterns, and highly complex and diverse gene regulatory mechanisms and are associated with every biological process (BP) in virtually all eukaryotic organisms^1^. In general, lncRNAs influence the physiological and biochemical processes of organisms by acting as molecular signals, decoys, guides, or scaffolds^2^. The biological importance of lncRNAs has stimulated significant research interest in recent years. Transcriptome sequencing and computational methods have allowed for the systematic identification and classification of lncRNAs in many different species, including mammals and plants^3^.

Disease resistance represents one of the most important biological traits for breeding crop cultivars around the world^4^ and has always been a vital component of cultivation method development^5^. However, diseases caused by fungi remain a major threat to crops^6–9^. Rapid generation of superoxide and accumulation of H_2_O_2_, called an oxidative burst, is an early feature of the hypersensitive response when plants sense pathogens. Oxidants act as direct protective agents, substrates for oxidative cross-linking in the cell wall, triggers of hypersensitive cell death, and diffusible signals to trigger protective gene expression in surrounding cells^10–13^. The signal network coordinated by reactive oxygen intermediates contributes to the establishment of plant immunity^14–17^. Recent studies have revealed that lncRNAs are important components of anti-fungal networks in plant immunity^18,19^. LncRNAs are involved in resistance to *Verticillium dahliae*, a fungal pathogen of cotton^20^, which causes verticillium wilt (VW). Moreover, it has been suggested that lncRNAs of *Arabidopsis thaliana* and bananas (*Musa acuminata*) respond to *F*. *oxysporum* infection^21,22^ and could play important roles in anti-fungal networks.

*Fusarium oxysporum* f. sp. *vasinfectum* (*Fov*) is a soil-borne plant fungal pathogen that causes vascular wilt disease through root infection in a wide range of plants, including economically important crops such as cabbage, banana, cotton, flax, watermelon, chickpea, and tomato^23–29^. These pathogens can exist in the form of mycelia, chlamydospores, or microsclerotia in soil and crop debris and can persist in the soil for 5–10 years before causing recurrent infection^27^. Fusarium wilt (FW) frequently causes disease symptoms after the seedling stage that peak at the squaring stage. Its visible symptoms include leaf yellowing, wilting, vascular tissue damage, and ultimately plant death^24^. Management of FW is achieved mainly by the use of chemical fungicides; however, these affect soil health and their efficiency is often limited by pathogen variability^30^. Therefore, the breeding of disease-resistant cultivars remains the primary control method for crops, and the breeding of FW-resistant cotton cultivars is of great importance^31^.

In the past 50 years, substantial progress has been made in cotton breeding to progressively increase resistance to FW. A few varieties of Upland cotton (*Gossypium hirsutum*) with resistance to *Fov* are commercially available, but no *Fov*-resistant sea-island cotton (*Gossypium barbadense*) varieties. Sea-island cotton has high values owing to its unprecedented quality, fiber length, fitness, and strength and accounts for 5–8% of worldwide cotton production.

To better characterize the molecular markers and genes related to *Fov* resistance in sea-island cotton, we performed hybrid experiments using cultivar 06-146 with high resistance to FW as the male parent and cultivar Xinhai-14 with high susceptibility to FW as the female parent. We then obtained recombinant inbred line (RIL) populations and assessed their *Fov*-susceptibility in the field over successive generations. We continued to select offspring that were more susceptible or more resistant than their parents. We chose two resistant offspring and two susceptible offspring among F_6_ RILs, planted the seeds in a greenhouse, and sequenced the root transcriptomes of the parents and the RIL offspring 40 h after *Fov* infection. The availability of the complete genome sequences of *G*. *barbadense*^32^ and *G*. *hirsutum*^33,34^ allowed us to fully analyze the protein-coding genes that respond to *Fov* infection. We found that expression of genes highly enriched in pathways related to the oxidative burst were induced regardless of *Fov* susceptibility. We further identified lncRNAs from these transcriptomes and found that induction of lncRNA expression characterized the susceptibility of the RIL offspring to *Fov* infection. These findings underline the importance of lncRNAs in fungal infection and suggest that lncRNAs could be important markers for breeding *Fov*-resistant cultivars.

## Results

### Symptoms of infected cotton

Previous studies have shown that *G*. *barbadense* is more resistant to VW than *G*. *hirsutum*^20,35^ but less resistant to *Fov*^36^. However, few studies have examined how *G*. *barbadense* responds to FW. Therefore, we obtained and crossed two *G*. *barbadense* cultivars with different levels of resistance to *Fov* infection, including a resistant cultivar (paternal plant, 06-146, [F]) and a susceptible cultivar (maternal plant, Xinhan-14, MX-14, [M])^37^. In the F_6_ RILs, four lines emerged based on their level of resistance, including two resistant (super highly resistant [SHR] and highly resistant [HR]) and two susceptible (highly susceptible [HS] and susceptible [S]) lines. In general, disease symptoms appear 4–7 days after inoculation. However, plant immune responses and transcriptional changes occur early during *Fov* infection^35,38^.

In order to profile plant transcriptional responses to *Fov* infection, seedlings at the one true-leaf stage were inoculated with *Fov*. Lower hypocotyls of cotton seedlings were then collected to assess responses to infection. A quantitative real-time PCR (qRT-PCR) assay was used to assess the expression of the *Fov* infection-related gene *FOTG*, and we found evidence of infection 28 h after inoculation (Supplementary Fig. S1). We then extracted total RNA at a later time point, 40 h after inoculation, for RNA-seq experiments to assess the transcriptional response to *Fov* infection. We did not observe any symptoms 40 h after inoculation (Supplementary Fig. S2). Previous studies have examined the growth of *Fov* in the lower hypocotyls of different plants within the first two days post infection (dpi). During this period of infection, green fluorescent protein-expressing strains of *Fov* were shown to grow on the root epidermis and adhere to the junctions of epidermal cells in tomato root^39^ and melon^40^. In a study of *Fov*-infected cotton, it was shown that pathogens penetrate the roots 1 dpi, enter the vascular system, and move up through the plant to the hypocotyl vascular tissue 2–3 dpi, where infection causes vascular browning^38^. We observed vascular browning at a similar time point as this previous report. Based on these results, we anticipated that *Fov* infection would cause a transcriptional response in the lower hypocotyls 40 h after inoculation.

### Altered expression profiles of protein-coding genes after *Fov* infection

In the current study, we explored the transcriptional profiles of protein-coding genes that respond to *Fov* in different genotypes of the same species. 

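RNA-seq was carried out on the lower hypocotyl of sea-island cotton at 40 h after inoculation with *Fov*. Libraries came from 6 lines: the resistant paternal parent (F), the susceptible maternal parent (M) and recombinant inbred lines that are super highly resistant (SHR), highly resistant (HR), susceptible (S) or highly susceptible (HS) to the fungus. Each line gave 1 infected (FI) and 1 control (CK) library, each made from a pool of 3 plants, so no line has replicate libraries. The authors trimmed the reads, aligned them with TopHat2, kept reads with 1 genomic location and counted them per gene. The deposited tables hold these read counts and the RPKM of 48923 genes. The counts of the 6 CK libraries summed to 6298675 to 8155356 reads (median 6878568), and those of the 6 FI libraries to 4457062 to 8744179 reads (median 6262857). Supplementary Table S1 gives 18500622 to 32358524 mapped reads per library, and the values here rest on the sums of counts.

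The paper states that the reads were aligned to the Upland cotton (*G. hirsutum*) genome. The identifiers in the tables begin with Gbscaffold or GbC, unlike the Upland cotton identifiers that the paper prints, and the genome or annotation they belong to is not stated beside them. The introduction of the paper names genome sequences of both *G. barbadense* and *G. hirsutum*. Gene names are the authors' Arabidopsis matches, which 6077 genes lack. Several genes can share 1 match, for example 4 that of RBOHD, 12 that of CHS and 21 that of TT7. A match named below is therefore 1 gene, and its copies may have moved otherwise. None of the 25 gene and lncRNA identifiers printed in the paper occurs in the tables, so those genes and lncRNAs were not analysed here. Cotton carries near-identical gene copies in its subgenomes, and reads that fit several copies were left out, so the level of a single copy is uncertain. The infection effect was tested over the 6 lines, with line as a block, by edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment. It covered 24904 genes that passed edgeR's low-count filter, and the biological coefficient of variation (BCV) was 0.294. Within a line, a gene was counted as higher or lower by size when the log2 ratio of normalized CPM (with a prior count of 2) was above 2 or below -2 and at least 1 of the line's 2 libraries had 10 reads. With 1 library per condition, the size rule has no replicate check and gives no p value.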

Twelve RNA libraries of *Fov* infected (FI) and control check (CK) plants, including two parents [M-FI and M-CK; F-FI and F-CK] and four RILs [HR-FI and HR-CK; SHR-FI and SHR-CK; S-FI and S-CK; and HS-FI and HS-CK], were constructed by pooling RNA isolated from three different individuals. Through Illumina HiSeq2000 sequencing, we generated over 350 million pair-end reads corresponding to an average of 29.4 million sequencing reads per sample (Supplementary Table S1). Using TopHat2 alignment software^41^, 81.6% of all reads were successfully mapped to the current Upland cotton reference genome^34^. Global clustering analysis of Pearson’s correlation coefficients between each sample pair revealed separate transcriptome patterns between control and infected groups (Fig. 1A). 

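Infected plants of different lines resembled each other more than they resembled control plants of their own line. Every one of the 12 libraries had its highest correlation with a library of the same treatment. Pearson's r of log2(RPKM + 1) over the 48923 listed genes was 0.979 on average within the CK group (15 pairs, 0.975 to 0.983) and 0.969 within the FI group (15 pairs, 0.956 to 0.977). Between CK and FI libraries it was 0.932 on average (36 pairs, 0.905 to 0.950). The r between the FI and CK library of the same line ranged from 0.906 in HS to 0.945 in M. These correlations are across genes, and genes are not independent replicates.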

Differentially expressed gene (DEG) analysis (*p* value < 0.01 and |log_2_ fold change (FC)| > 2) was performed to identify *Fov*-regulated genes in each pair of the infected and control RNA-seq samples for the two parental and four RIL lines. Clustering heatmaps of DEGs demonstrated a clear separation between control and infected groups, with most genes being downregulated (Fig. 1B). 

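Infection changed 10120 of the 24904 tested genes over the 6 lines, 5057 being higher and 5063 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Many genes of cell wall loosening and cell division were among the lower ones. Of 58 expansin and xyloglucan endotransglucosylase genes, which encode proteins that loosen and remodel the wall, 37 fell and 7 rose (38 and 8 when adjusted over the list alone), with a median log2 fold change of -1.43 (adjusted p = 0.14 with an estimated correlation, from camera). Of 39 histone genes, 26 fell and 3 rose (the same counts when adjusted over the list alone), with a median of -1.39 (adjusted p = 0.32 with an estimated correlation). Of 52 cyclin genes, 18 fell and 2 rose (also 18 and 2 over the list alone, 17 and 1 without the HS line; adjusted p = 0.29 with an estimated correlation). Of 51 genes of the secondary wall and xylem, 25 fell and 2 rose, or 26 and 2 over the list alone (adjusted p = 0.29 from camera with an estimated correlation). With 12 libraries, camera in this form has few residual degrees of freedom, so a list that did not pass is not shown to be unchanged. Shares of dividing and xylem cells in the pools were not measured, and cannot be told apart from a change within cells. The matches of IRX12 and LAC17, laccases that polymerize lignin in xylem walls, fell by 2.75 (Gbscaffold11559.60, SE 0.29, adjusted p = 6.3e-05, 6 of 6 lines) and 2.93 (Gbscaffold32423.1, SE 0.39, adjusted p = 0.00025, 6 of 6 lines) on the log2 scale in edgeR's quasi-likelihood test. A match of ATEXPA1, an expansin, went the other way, from 2.44 ± 0.877 to 51.7 ± 19.5 CPM (SD, n = 6 libraries each), a log2 fold change of 4.37 (Gbscaffold7625.1, SE 0.21, adjusted p = 1.8e-06 in edgeR's quasi-likelihood test).

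Lower genes were the majority among large changes: 1153 lower and 598 higher genes had a log2 fold change beyond 2 in size, so that 65.8% were lower. By size within each RIL, 71.1% of the changed genes were lower in SHR, 67.9% in HR, 70.4% in S and 68.9% in HS (78.1%, 78.2%, 74.8% and 75.3% when scaled by library totals). The even split at an adjusted p under 0.05 depends on the scaling, since library totals in place of TMM moved the median log2 fold change of all genes from -0.044 to -0.228 and gave 3590 higher and 6627 lower genes, or 64.9% lower.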

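Of the genes for glycolysis and fermentation, the route by which sugars are broken down for energy, 35 of 70 were higher and 6 lower over the 6 lines in edgeR's quasi-likelihood test (36 and 6 when adjusted over the list alone), with a median log2 fold change of 0.65 (adjusted p = 0.15 with an estimated correlation, from camera). The study named glycolysis from these libraries, so the list is not independent evidence of its direction. The match of PFK5, a phosphofructokinase (Gbscaffold4585.1), rose from 32.8 ± 2.06 to 138 ± 10.4 CPM (SD, n = 6 libraries each), with a log2 fold change of 2.07 (SE 0.12, adjusted p = 3.9e-06 in edgeR's quasi-likelihood test) and log2 ratios of 1.84 to 2.17 in single lines. A gene described as a pyruvate decarboxylase family protein (Gbscaffold14611.17) had a log2 fold change of 2.30 (SE 0.18, adjusted p = 1.3e-05 in the same test). Its log2 ratios were 1.77 to 2.68 in single lines. It entered the list by this description, and its match is not PDC1.

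Pearson's r between the log2 ratios of 2 lines, taken across genes, ranged from 0.52 (S with M) to 0.69 (S with HR) over the 15 pairs of lines. The lines share no control library. Of 7600 genes changed by size in at least 1 line, 182 were higher by size in one line and lower by size in another. Of the 10120 genes that changed over the 6 lines, 8325 (82.3%) had the same direction in every line, a share that the test favours by picking genes with a shared change.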

Upregulated and downregulated genes were consistent among infected and control genotypes, suggesting that the transcriptional response of mRNAs to *Fov* infection was highly conserved among the six genotypes (Fig. 1B). 

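Plants of the HS line stood apart in the number of responding genes. By size, 1171 genes were higher and 2593 lower in infected HS plants, 3764 in all, which is 1.37 times the number in SHR, the line with the next most. The SD of the log2 ratios over all tested genes was 1.45 in HS and 1.06 to 1.27 in the other 5 lines. In all, 207 genes were changed by size in HS while staying within a log2 ratio of 1 in each other line, against 28 to 67 for each other line taken the same way. Among genes with a mean of at least 3 on the log2 CPM scale, 3 of these were higher and 43 lower in HS, against 1 to 4 higher and 1 to 10 lower for each other line. The 3 higher ones were a match of bZIP44, a transcription factor (Gbscaffold20830.5, 31.8 CPM in HS-CK and 129.3 in HS-FI, log2 ratio 2.01 against -0.48 to 0.71 elsewhere), a gene of the 2-oxoglutarate and Fe(II)-dependent oxygenase superfamily (Gbscaffold26854.1, log2 ratio 2.45) and a gene without a match (Gbscaffold23458.1, 2.39). The largest of the 43 falls were in a match of AP2, a regulator of flower and seed development (Gbscaffold374.2, 31.2 CPM in HS-CK and 2.4 in HS-FI, log2 ratio -3.56 against -0.99 to -0.54 elsewhere), a major facilitator superfamily gene (Gbscaffold13329.2, -3.37) and a gene of unknown function (Gbscaffold7608.1, -3.05). The differences between HS and the other lines were not tested, since HS has 1 library per condition, and bZIP44 lost its call under other settings. The HS-FI library placed 20.34% of the mapped reads of Table S1 in the listed genes, against 26.32% to 29.94% in the other 5 FI libraries.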

The number of DEGs was highest in the HS-FI versus HS-CK comparison (Fig. 1C). We detected 337 co-upregulated and 491 co-downregulated DEGs between the M-FI versus M-CK and F-FI versus F-CK comparisons, respectively, representing 26.79% and 22.15% of the upregulated and down-regulated DEGs, respectively (Supplementary Fig. S3A). 

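Both parents shared many of their responding genes. By size, 241 genes were higher and 394 lower in both F and M, where independent lists would share 14.4 and 41.9 of the 23035 genes counted in both. The shared genes made up 22.7% of all genes higher by size in either parent and 21.1% of the lower ones. UDP-glycosyltransferases, which attach sugars to small molecules including toxins and hormones, had 26 of 127 tested members higher and 6 lower by size in F, and 19 higher and 7 lower in M. Expansins and xyloglucan endotransglucosylases had 18 members lower and 6 higher by size in F, and 22 lower and 4 higher in M. Over the 6 lines neither list passed camera with an estimated correlation (adjusted p = 0.29 and 0.14). The match of XTH7, one of the latter enzymes (Gbscaffold11997.3), had a log2 ratio of -5.38 in F and -5.67 in M. The match of GSTL3, a glutathione S-transferase (Gbscaffold24414.45), had a log2 ratio of 3.62 in F and 2.78 in M.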

Analysis of the four RILs revealed similar results (Fig. 1D). These results suggested all the parental and RIL lines respond to *Fov* infection similarly, although substantial differences were presented as well.

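In the 4 RILs, 172 genes were higher and 289 lower by size in every line, where independent lists would share 0.0154 and 0.484 of the 21945 genes counted in all 4. Among the higher ones, 16 were UDP-glycosyltransferases, which attach sugars to small molecules (0.83 expected from the number of genes), 6 were glutathione S-transferases (0.31 expected), 4 were expansins or xyloglucan endotransglucosylases (0.39 expected), 1 was a cytochrome P450 (1.1 expected) and 0 were flavonoid enzymes (0.13 expected). The genes lower in all 4 RILs held 12 expansin and xyloglucan endotransglucosylase genes (0.66 expected), 6 genes of jasmonate synthesis and signalling (0.40 expected) and 3 UDP-glycosyltransferases (1.4 expected). Over the 6 lines, none of the lists in this paragraph passed camera with an estimated correlation (adjusted p from 0.14 to 0.82). Between the resistant lines HR and SHR, 672 lower genes were shared, with 97.6 expected. Between the susceptible lines S and HS, 776 lower genes were shared, with 153 expected. The expected numbers treat genes as independent, which copies of 1 gene are not.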

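The 10 largest rises and the 10 largest falls over the 6 lines came from genes of diverse functions. DOGT1 is a glucosyltransferase that inactivates the fungal toxin deoxynivalenol in Arabidopsis, and no toxin was measured here. A match of DOGT1 rose from 0.313 ± 0.221 to 154 ± 149 CPM (Gbscaffold9695.8, SD, n = 6 libraries each). Its log2 fold change was 8.73 (SE 0.44, adjusted p = 2e-06 in edgeR's quasi-likelihood test, higher in 6 of 6 lines). Another copy rose from 4.38 ± 2.90 to 735 ± 708 CPM (Gbscaffold21921.2, SD, n = 6). A gene of the MtN21/EamA-like transporter family (Gbscaffold17185.21) had no read in any CK library and 17 to 414 reads in the FI libraries, at least 51.6-fold higher against a floor of 3 reads per library. A gene of ribosomal protein L19e (Gbscaffold14080.2) had 0 to 2 reads in each CK library and rose from 0.141 ± 0.133 to 29.3 ± 34.8 CPM. The size of its log2 fold change, 7.39 (SE 0.51, adjusted p = 6.9e-06 in edgeR's quasi-likelihood test), rests on these few reads. With the prior count, its log2 ratios were 3.48 to 7.78 in single lines. The matches of ATEXLB1 and SOX, given below, were also low in CK, at 0.431 ± 0.184 and 0.661 ± 0.263 CPM. A cupredoxin gene had a log2 fold change of 6.98 (Gbscaffold4325.8, SE 0.92, adjusted p = 0.00022 in edgeR's quasi-likelihood test). The match of ATEXLB1, an expansin-like protein, had a log2 fold change of 7.37 (Gbscaffold4069.13, SE 0.55, adjusted p = 1.1e-05 in the same test), that of SOX, a sulfite oxidase, one of 6.47 (Gbscaffold16888.11, SE 0.67, adjusted p = 5.4e-05), and 2 copies of a 2-oxoglutarate and Fe(II)-dependent oxygenase ones of 6.96 and 6.69 (Gbscaffold10590.2 and Gbscaffold6595.21, SE 0.49 and 0.51).

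The match of XTH32, a xyloglucan endotransglucosylase, fell from 24.0 ± 26.4 to 0.181 ± 0.186 CPM (Gbscaffold32539.3, SD, n = 6), a log2 fold change of -6.75 (SE 0.50, adjusted p = 9.5e-06 in edgeR's quasi-likelihood test). That of XTH7 had a log2 fold change of -6.14 (SE 0.30, adjusted p = 1.8e-06). The match of JAZ8, a repressor of jasmonate signalling that jasmonate itself induces, fell from 347 ± 134 to 12.1 ± 9.79 CPM (Gbscaffold2710.2, SD, n = 6), with a log2 fold change of -5.08 (SE 0.40, adjusted p = 1.4e-05 in the same test). The match of CML38, a calmodulin-like calcium sensor, had a log2 fold change of -4.60 (Gbscaffold13328.42, SE 0.32, adjusted p = 7.5e-06) and that of CLA1, the first enzyme of the plastid isoprenoid pathway, fell from 142 ± 76.8 to 3.98 ± 7.29 CPM (Gbscaffold8785.11, SD, n = 6, adjusted p = 8.9e-05). The match of NAS3, a nicotianamine synthase of metal handling, and a gene of heavy metal transport both had a log2 fold change of -4.91 (Gbscaffold2381.12, SE 0.61, adjusted p = 0.00015, and Gbscaffold5668.15, SE 0.57, adjusted p = 9.9e-05). Between the susceptible lines (M, S and HS) and the resistant lines (F, HR and SHR), the infection effect differed at an adjusted p under 0.05 in 0 genes in edgeR's quasi-likelihood test (798 at an unadjusted p under 0.05, with 1245 expected by chance), in 14 genes in DESeq2, and in 129 genes in edgeR without the low-count filter. In simulated counts, this test recovered 35% of genes that differed between the classes by 2 on the log2 scale and 1% of those that differed by 1. The simulation changed 200 genes, gave all genes 1 dispersion and held no other response to infection. Its rates may therefore not hold for the real counts. From the shared and the differing responses, the paper proposes that all parental and RIL lines respond to *Fov* infection alike, while substantial differences remain.

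**Figure D1:**
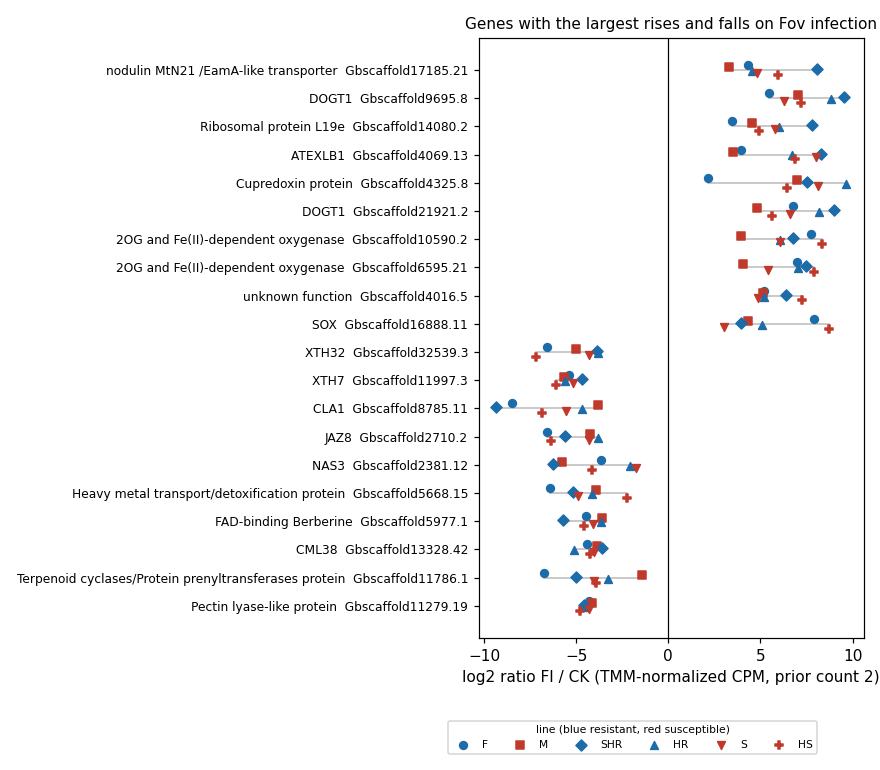
Log2 ratio of normalized CPM in the infected over the control library of each line (x axis) for the 10 genes with the largest rise and the 10 with the largest fall that moved the same way in all 6 lines (y axis). Each point is 1 line, blue for resistant and red for susceptible lines, and the grey line spans the 6 values. The pectin lyase-like gene (Gbscaffold11279.19) has the narrowest span, from -4.79 to -4.12. Where a library has 0 reads of a gene, the ratio depends on the prior count.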

**Figure 1:**
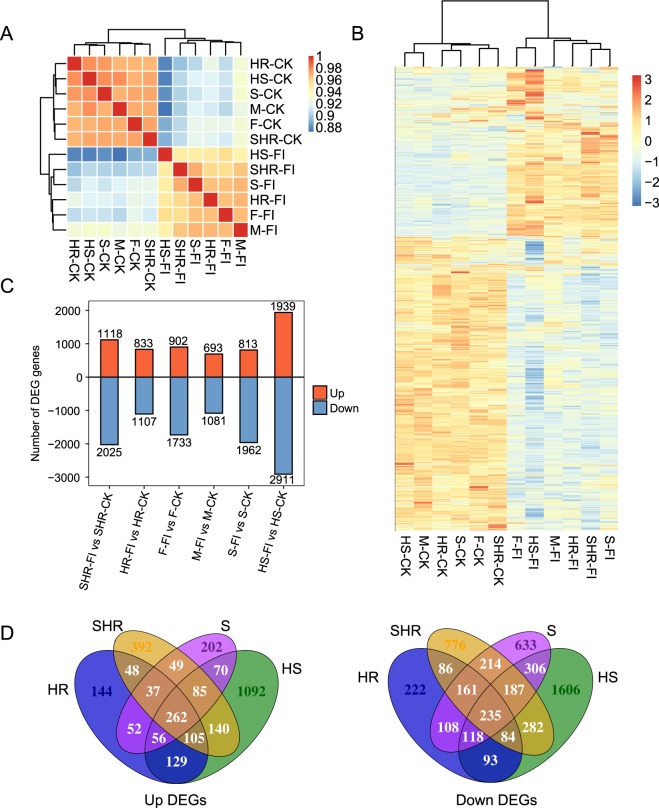
Assessment of the global characteristics of the response of sea-island cotton mRNA expression to *Fov* infection by RNA-seq. (**A**) Hierarchical clustering heatmap showing the distinct expression patterns of infected and control samples. (**B**) Hierarchical clustering heatmap showing the expression patterns of DEGs. (**C**) Barplot showing the distribution of DEGs in each group. (**D**) Venn diagram showing co-upregulated (left panel) and co-downregulated (right panel) DEGs in the four RILs.

EdgeR and other statistical pipelines were initially designed to assess RNA-seq data with replicates, although edgeR can also be used to assess RNA-seq data without replicates. Therefore, we used Chi-square test to analyze DEGs and compared the results with those of edgeR analysis. As shown in Supplementary Table S2, we found that the Chi-square test detected more differentially expressed (DE) mRNAs than edgeR in all groups except the HS group. 

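The tests on 2 libraries were repeated on the deposited counts, with a p under 0.01 and a log2 ratio beyond 2 in size as thresholds. They compare the reads of 1 infected and 1 control library, not the conditions. The chi-square test called 2129 genes in F, 1648 in M, 2868 in SHR, 2576 in HR, 2499 in S and 3769 in HS. The edgeR exact test, for which the paper's text and supplement give no dispersion, called 1196, 939, 1523, 1148, 1441 and 2195 genes in the same lines at a BCV of 0.4. The chi-square test therefore called more genes in all 6 lines, HS included. The order turns with the dispersion: at a BCV of 0.1, the exact test called more than the chi-square test in all 6 lines, from 1937 genes in M to 4026 in HS. The log2 ratio was not measured alike in the 2 tests. The exact test took edgeR's fold change with TMM factors, and the chi-square test a ratio by library totals with a prior count of 2. How far this adds to the differences in calls was not tested.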

The percentage of overlapping DEGs between edgeR and Chi-square tests was less than 30% of the total number of DEGs identified by the two methods, suggesting that differences exist between them.

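Nearly every gene called by the exact test at a BCV of 0.4 was also called by the chi-square test. The exceptions were 2 genes in HR and 1 in HS. The chi-square test allows for counting error only, so a high BCV in the exact test favours such nesting by construction. Genes called by both tests made up 44.45% of the genes called by either in HR, 53.10% in SHR, 56.18% in F, 56.98% in M, 57.66% in S and 58.20% in HS. These shares turn with the dispersion: the lowest and highest were 71.14% (HR) and 87.37% (S) at a BCV of 0.2, 74.09% (HR) and 86.08% (S) at a BCV of 0.1, and 63.16% (HR) and 86.56% (S) at the common dispersion of the test over the 6 lines.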

We performed qRT-PCR experiments to validate the expression levels of DEGs. We selected six DEGs with elevated expression levels and one with reduced expression level in the HS line after infection. The *Fov*-regulated expression of all seven genes were well-detected by qRT-PCR analysis in the HS line (Fig. 2A, Supplementary Fig. S3B). We also found that *Fov*-upregulated expression of G1421, G1208, and G2549 were evident in almost all other groups. However, *Fov*-regulated expression of the other four protein-coding genes were either small or inversed in many other groups (Fig. 2A, Supplementary Fig. S3B).

**Figure 2:**
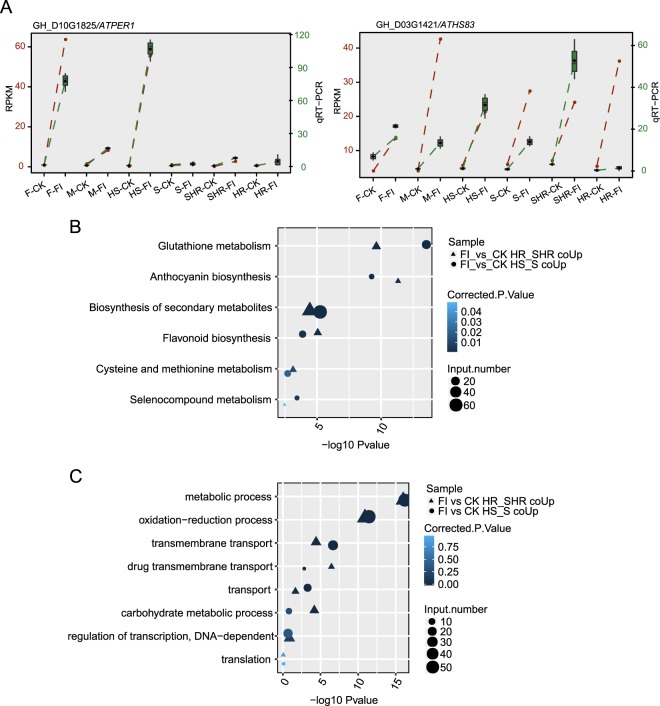
qRT-PCR validation and functional enrichment analysis of co-DEGs in the four RILs. (**A**) Line plot showing consistent changes in expression between RNA-seq (FPKM) and qRT-PCR for two selected DEGs. *ACT7* was used as an internal control to obtain the relative expression level of each DEG in the qRT-PCR experiment. Three replicates were used for qRT-PCR experiments. (**B**) Enriched functional KEGG pathways of co-upregulated DEGs in resistant and susceptible groups. Colors represent corrected *p* values; the size of the circle or triangle represents the number of genes in each term or pathway; the shape represents the two co-DEG groups, which were the same in (**C**). (**C**) Enriched functional BP terms of the co-upregulated DEGs in resistant and susceptible groups.

To further explore the functions of DEGs, we performed functional clustering of upregulated genes and found similar enriched pathways among all four RILs (Supplementary Fig. S4). 

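Medians of glutathione S-transferase and phenylpropanoid genes lay above 0 in all 4 RILs, while single members went both ways. The median log2 ratio of 41 glutathione S-transferase genes was 0.98 in SHR, 0.76 in HR, 0.60 in S and 1.11 in HS, each at percentile 99.96 or above among 10000 random lists matched on expression, and 15 of the 41 were below 0 in S and 7 in SHR. Random lists do not keep the correlation between members, and over the 6 lines neither this list nor the phenylpropanoid list passed camera with an estimated correlation (adjusted p = 0.14 and 0.35). The median of 25 phenylpropanoid genes lay between 0.51 (S, percentile 97.6, 10 genes below 0) and 1.15 (SHR, percentile 100, 3 genes below 0). The 18 flavonoid and anthocyanin genes differed between RILs, with a median of 2.62 in SHR (8 genes below 0) and 0.81 in HR (6 below 0). The median was -0.01 in S (percentile 42.56, 9 below 0) and 0.05 in HS (percentile 63.59, 9 below 0). The parents went the other way, with 0.53 in the resistant F and 1.29 in the susceptible M. This list did not pass camera over the 6 lines either (adjusted p = 0.68 with an estimated correlation). The difference in the median between the 3 resistant and the 3 susceptible lines, parents included, did not pass an exact permutation test over 10 splits of the lines (two-sided p = 0.4, the smallest possible being 0.1). The percentiles describe these libraries, since each line has 1 library per condition.

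**Figure D2:**
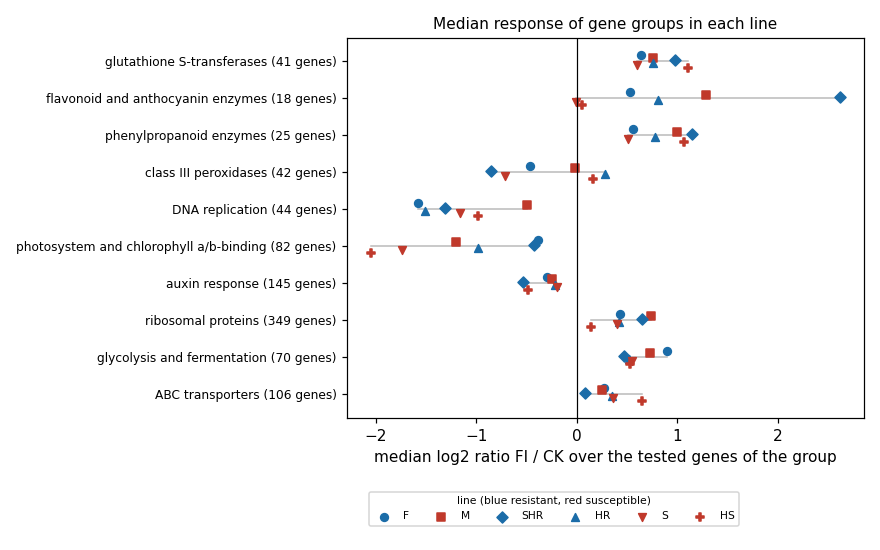
Median log2 ratio of normalized CPM in the infected over the control library (x axis) over the tested genes of 10 gene groups from pathways that the study reported from these libraries (y axis). Each point is 1 line, blue for resistant and red for susceptible lines, and the grey line spans the 6 values. The photosystem and chlorophyll a/b-binding group runs from -2.05 in HS to -0.39 in F, and the flavonoid group from -0.01 in S to 2.62 in SHR.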

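The phenylpropanoid route makes lignin precursors and phenolic defence compounds from phenylalanine. Over the 6 lines, 14 of 25 phenylpropanoid enzyme genes were higher, 1 was lower and 10 did not pass in edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone, and the median log2 fold change was 1.06 (adjusted p = 0.35 with an estimated correlation, from camera). The match of CAD5, a cinnamyl alcohol dehydrogenase of lignin synthesis (Gbscaffold11661.3), rose from 26.3 ± 12.2 to 472 ± 271 CPM (SD, n = 6 libraries each), a log2 fold change of 4.16 (SE 0.35, adjusted p = 1.8e-05 in edgeR's quasi-likelihood test, 6 of 6 lines). The match of ATC4H, the cinnamate 4-hydroxylase (Gbscaffold5855.8), had a log2 fold change of 4.37 (SE 0.52, adjusted p = 0.00011 in the same test) at 12.7 ± 8.54 CPM in FI. Of 18 flavonoid and anthocyanin enzyme genes, 10 were higher and 2 lower, also when adjusted over the list alone, and the median was 1.14 (adjusted p = 0.68 with an estimated correlation). The match of CHS, the chalcone synthase that opens flavonoid synthesis (Gbscaffold9685.11), rose from 43.7 ± 20.5 to 328 ± 144 CPM (SD, n = 6), with a log2 fold change of 2.94 (SE 0.43, adjusted p = 0.00042 in edgeR's quasi-likelihood test). That of F3H, the flavanone 3-hydroxylase (Gbscaffold13044.11), had a log2 fold change of 2.17 (SE 0.35, adjusted p = 8e-04 in the same test). By size, 10 flavonoid genes were higher and 2 lower in SHR, 5 and 3 in HR, 1 and 3 in S, and 4 and 3 in HS, while M had 9 higher and 0 lower and F 0 and 1. Both lists follow pathways that the study reported from these samples and are not independent evidence of their direction.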

Anthocyanin biosynthesis, phenylpropanoid biosynthesis, biosynthesis of secondary metabolites, and phenylalanine metabolism were highly enriched among the upregulated DEGs (Supplementary Fig. S4). 

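Class III peroxidases, wall enzymes that act on phenolic compounds such as lignin precursors, moved in both directions: of 42 tested genes, 8 were higher and 7 lower in edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone, and the median log2 fold change was -0.56 (adjusted p = 0.68 with an estimated correlation, from camera). Without the HS line the counts were 6 higher and 11 lower, and with library totals 8 and 13. 1 peroxidase gene (Gbscaffold7539.11) fell from 265 ± 64.3 to 97.0 ± 40.2 CPM (SD, n = 6 libraries each), a log2 fold change of -1.50 (SE 0.18, adjusted p = 0.00013 in edgeR's quasi-likelihood test, lower in 6 of 6 lines). Another (Gbscaffold7536.6) rose from 12.7 ± 3.42 to 50.8 ± 19.3 CPM, a log2 fold change of 1.94 (SE 0.26, adjusted p = 0.00025 in the same test). By size, 12 peroxidase genes were lower and 3 higher in S, 6 and 1 in SHR, 5 and 6 in HS and 4 and 4 in HR. The paper names the phenylpropanoid pathway, not peroxidases.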

Similar Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were also enriched among downregulated DEGs, suggesting that expression of these genes was deregulated by *Fov* infection. DNA replication and plant hormone signal transduction were also enriched among downregulated DEGs (Supplementary Fig. S4). 

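DNA replication precedes cell division in growing tissue. Of 44 DNA replication genes tested, 27 were lower, 3 higher and 14 did not pass over the 6 lines in edgeR's quasi-likelihood test (29 and 3 when adjusted over the list alone), and the median log2 fold change was -1.38 (adjusted p = 0.29 with an estimated correlation, from camera). The match of MCM3, a subunit of the replicative helicase (Gbscaffold16053.9), fell from 23.8 ± 6.80 to 3.94 ± 1.38 CPM (SD, n = 6 libraries each), a log2 fold change of -2.58 (SE 0.28, adjusted p = 7.9e-05 in edgeR's quasi-likelihood test, 6 of 6 lines). The match of PCNA2, the sliding clamp of replication (Gbscaffold25034.2), had a log2 fold change of -1.93 (SE 0.21, adjusted p = 7.1e-05 in the same test). By size, 17 of these genes were lower in SHR, 16 in HR, 13 in S and 11 in HS, and none was higher in any of these lines.

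Among hormone genes, 46 of 145 auxin response genes were lower and 20 higher (47 and 20 when adjusted over the list alone). Their median was -0.27, or -0.45 with library totals (adjusted p = 0.29 from camera with an estimated correlation). The match of ATAUX2-11, an auxin-induced Aux/IAA repressor (Gbscaffold16882.21), fell from 167 ± 30.7 to 25.4 ± 5.17 CPM (SD, n = 6), a log2 fold change of -2.72 (SE 0.15, adjusted p = 2.9e-06 in edgeR's quasi-likelihood test). Genes of jasmonate synthesis and the JAZ repressors were lower in 19 of 34 cases and higher in 2 (21 and 2 when adjusted over the list alone). Their median was -1.18 (adjusted p = 0.29 from camera with an estimated correlation). The match of AOC4, an allene oxide cyclase of jasmonate synthesis (Gbscaffold1102.16), had a log2 fold change of -3.95 (SE 0.28, adjusted p = 8.1e-06 in the same test), and that of JAZ1 (Gbscaffold955.7) one of -2.11 (SE 0.16, adjusted p = 1.1e-05). The paper names DNA replication and plant hormone signal transduction from these samples. Auxin response and the JAZ repressors are part of the latter, so none of these lists is independent evidence of its direction.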

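By size, 327 genes were higher in both resistant lines, HR and SHR, where independent lists would share 19.2 of the 22791 genes counted in both. In the susceptible lines, S and HS, 322 genes were higher in both, with 25.3 expected among 22829 genes. The shared genes were 27.3% of those higher by size in HR or SHR and 20.5% of those higher in S or HS. UDP-glycosyltransferases, enzymes that add a sugar to small molecules, were numerous in both sets, with 22 in the resistant and 20 in the susceptible lines (1.6 expected in each), while 4 and 6 were lower in both lines (3.2 and 3.8 expected). The list did not pass camera over the 6 lines with an estimated correlation (adjusted p = 0.29). A UDP-glycosyltransferase gene (Gbscaffold23517.3) had log2 ratios of 5.90 in SHR, 4.92 in HR, 4.17 in S and 6.26 in HS. The MATE efflux family, transporters that export organic compounds, had 5 members in each set (0.46 and 0.47 expected). This list did not pass camera either (adjusted p = 0.35 with an estimated correlation). A MATE gene (Gbscaffold16581.3) had log2 ratios of 2.96 in SHR, 3.81 in HR, 2.39 in S and 4.37 in HS.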

We also obtained 452 co-upregulated DEGs in the two resistant groups and 473 co-upregulated DEGs in the two susceptible groups (Fig. 1D). Enriched KEGG pathways included glutathione metabolism, anthocyanin biosynthesis, flavonoid biosynthesis, biosynthesis of secondary metabolites, cysteine and methionine metabolism, and selenocompound metabolism (Fig. 2B). Many of these pathways have been associated with the response to fungal infection in plants. For example, flavonoid glycoside has been reported to exhibit antifungal activity against different *Fusarium oxysporum* f. sp. *dianthi* pathotypes^42^. 

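Glutathione S-transferases join glutathione to reactive or toxic compounds. Over the 6 lines, 22 of 41 were higher and 4 lower in edgeR's quasi-likelihood test (25 and 4 when adjusted over the list alone), with a median log2 fold change of 0.99 (adjusted p = 0.14 with an estimated correlation, from camera). The match of ATGSTU7 (Gbscaffold22433.1) rose from 83.3 ± 18.3 to 445 ± 29.9 CPM (SD, n = 6 libraries each), a log2 fold change of 2.44 (SE 0.15, adjusted p = 3.9e-06 in edgeR's quasi-likelihood test), with log2 ratios of 2.11 to 2.76 in single lines. That of GSTL3 rose from 27.5 ± 5.86 to 249 ± 80.3 CPM, a log2 fold change of 3.14 (SE 0.19, adjusted p = 3.9e-06 in the same test). By size, 8 glutathione S-transferase genes were higher in both HR and SHR (0.56 expected) and 7 in both S and HS (0.56 expected). Flavonoid and anthocyanin enzymes had 4 members higher in both HR and SHR (0.23 expected) and 0 in both S and HS (0.24 expected), a difference that was not tested. Phenylpropanoid enzymes had 4 and 2 members (0.34 expected in each pair). These lists follow pathways of the study's own enrichment in the same samples and are not independent evidence of it.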

Enriched BP terms in the Gene Ontology (GO) database also involved similar functions (Fig. 2C). 

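Cytochromes P450 are oxygenases of defence compound and hormone synthesis. Of 180 tested, 42 were higher and 41 lower over the 6 lines in edgeR's quasi-likelihood test (44 and 42 when adjusted over the list alone), and with library totals 34 were higher and 48 lower. Their median log2 fold change was -0.01 and their mean -0.11, while camera placed the list up (adjusted p = 0.82 with an estimated correlation). The match of TT7, a flavonoid hydroxylase (Gbscaffold4074.3), rose from 135 ± 38.4 to 904 ± 333 CPM (SD, n = 6 libraries each), a log2 fold change of 2.71 (SE 0.24, adjusted p = 2.5e-05 in edgeR's quasi-likelihood test), and that of CPD, a brassinosteroid enzyme (Gbscaffold11596.1), had a log2 fold change of 2.23 (SE 0.19, adjusted p = 2e-05). Of 9 respiratory burst oxidases, which make superoxide at the cell surface, 3 rose and 3 fell (3 and 4 when adjusted over the list alone; adjusted p = 0.75 with an estimated correlation). Of 4 genes matched to RBOHD, the main oxidase of the defence burst in Arabidopsis, 1 (Gbscaffold803.29) fell from 16.4 ± 2.86 to 2.49 ± 1.23 CPM (SD, n = 6). Its log2 fold change was -2.82 (SE 0.34, adjusted p = 0.00013 in edgeR's quasi-likelihood test, lower in 6 of 6 lines). The other 3 matches are not given here. The match of RHD2, another respiratory burst oxidase (Gbscaffold4016.1), had a log2 fold change of -1.47 (SE 0.19, adjusted p = 0.00019).

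Among transporters, 36 of 106 ABC transporter genes were higher and 11 lower (39 and 14 over the list alone), with a median of 0.22 (adjusted p = 0.41 with an estimated correlation). With library totals the counts were 33 and 21 and the median 0.04. This list follows a pathway that the study reported from these samples (Supplementary Fig. S4) and is not independent evidence. The match of MRP6 (Gbscaffold11742.8) rose from 1.52 ± 0.578 to 25.1 ± 10.2 CPM, a log2 fold change of 3.99 (SE 0.26, adjusted p = 5.5e-06 in edgeR's quasi-likelihood test). That of ATMDR1, also named ABCB19, a transporter of auxin (Gbscaffold13102.1), had a log2 fold change of -2.14 (SE 0.16, adjusted p = 9.5e-06). Of 39 MATE efflux genes, 14 were higher and 6 lower, also over the list alone. Their median was -0.22 (-0.40 with library totals and -0.12 without the HS line), their mean 0.34 and camera's direction up (adjusted p = 0.35 with an estimated correlation). The MATE gene with the smallest adjusted p (Gbscaffold2045.5) had a log2 fold change of 3.87 (SE 0.22, adjusted p = 3.2e-06 in edgeR's quasi-likelihood test).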

Metabolic process, oxidation-reduction process, and transmembrane transport-related terms were most highly enriched (Fig. 2C), consistent with the important role of the oxidative burst in pathogen resistance.

### Genome-wide identification and characterization of lncRNAs

A previous study revealed that lncRNAs play important roles in responding to VW in cotton^20^. Using an integrated approach, we identified 11,336 predicted lncRNAs from the 12 transcriptome datasets (Supplementary Table S3). Of these putative lncRNAs, 81.0% were long intergenic noncoding RNAs (lincRNAs), 14.4% were intronic lncRNAs, and 4.6% were natural antisense lncRNAs. In total, 63.9% and 36.1% of lncRNAs were distributed on the At and Dt subgenomes, respectively.

The global expression pattern of lncRNAs also differed between control and infected groups (Fig. 3A), demonstrating that *Fov* infection also greatly alters the expression pattern of lncRNAs. The mean length of lncRNA transcripts was shorter than that of protein-coding transcripts (1042.1 nt for lncRNAs and 3355.48 nt for protein-coding transcripts; Fig. 3B). The lengths of lncRNAs ranged from 201–89,370 nt, but more than 76.4% of lncRNAs were between 200 and 1000 nt in length (Fig. 3C). Consistent with previous studies^20,21^, approximately 69.2% of lncRNAs had only one exon, and 30.8% had multiple exons (Fig. 3D). Calculated lncRNA expression levels were found to be lower than mRNA expression levels (*t*-test *p* value = 0, Fig. 3E). From these results, the predicted lncRNA profile was highly consistent with other studies, supporting the reliability of our prediction pipeline. From the boxplots of the 12 samples, no difference was found in the CK group, whereas a non-consistent expression pattern was found for the FI group (Fig. 3F). The two resistant samples showed downregulated expression after *Fov* infection (Fig. 3F). Inspection of global expression levels normalized to fragments per kilobase per million mapped reads (FPKM) for all mRNAs and lncRNAs indicated that the expression levels of most lncRNAs were lower than 10 FPKM (Fig. 3E,F).

**Figure 3:**
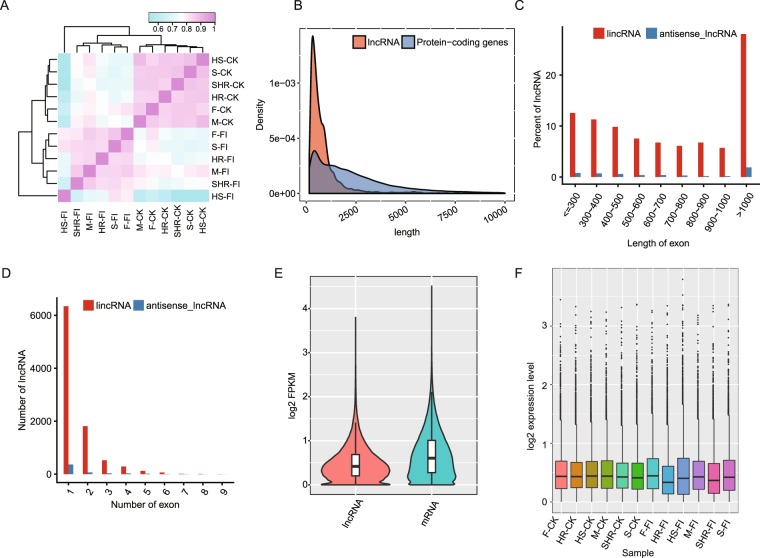
Characterization of predicted lncRNAs in all *G*. *barbadense* genotypes. (**A**) Hierarchical clustering heatmap showing the distinct lncRNA expression patterns of infected and control samples. (**B**) Length distribution of all lncRNA and mRNA transcripts. (**C**) Barplot showing the length distributions of lincRNAs and antisense lncRNAs. (**D**) Distribution of lincRNA exons and antisense lncRNAs. (**E**) Violin plot showing lower expression levels of lncRNAs compared with mRNAs. (**F**) Boxplot showing the FPKM distribution of cotton lncRNAs before and after *Fov* infection.

### Exploration of pathogen-induced DE lncRNAs in parental cultivars

Because the two parental cultivars came from different genetic backgrounds and had different resistance levels, we hypothesized that they would demonstrate different responses to *Fov* infection. Using the edgeR^43^ package of R software, 215 and 268 DE lncRNAs (false discovery rate [FDR] ≤ 0.05; |log2FC| ≥ 1) were found in the M-FI versus M-CK and F-FI versus F-CK comparisons, respectively. Although the number of DE lncRNAs was similar between these two groups, only 74 common DE lncRNAs were identified (Fig. 4A), indicating that lncRNA expression in response to *Fov* infection in these two cultivars was different. In both comparisons, *Fov* infection decreased expression of lncRNAs (Fig. 4B,C). By comparing DEGs and DE lncRNAs, we also detected more downregulated mRNAs in the M-FI versus M-CK and F-FI versus F-CK comparisons (Fig. 1C). 

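By size, 1257 genes were lower and 681 higher in F, so that 64.9% of the changed genes were lower, and 1004 were lower and 624 higher in M, or 61.7% lower. Expansin and xyloglucan endotransglucosylase genes had a median log2 ratio of -1.64 in M and -0.84 in F, each at percentile 0 among 10000 random lists matched on expression. The list did not pass camera over the 6 lines with an estimated correlation (adjusted p = 0.14), and each parent has 1 library per condition. Jasmonate synthesis and JAZ genes had a median of -1.64 in M and -1.62 in F, with 13 and 14 of 34 tested members lower by size. Receptor-like kinases, the membrane proteins that sense pathogens and growth signals, had 49 members lower and 4 higher by size in M, and 36 lower and 17 higher in F. These lists did not pass camera over the 6 lines either (adjusted p = 0.29 and 0.32 with an estimated correlation).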

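By size, 1938 genes were changed in F and 1628 in M, and the SD of the log2 ratios over all tested genes was 1.10 in F and 1.06 in M. Genes of cell division made up part of this difference. Of 44 DNA replication genes, 16 were lower by size in F and 0 in M, with a median log2 ratio of -1.58 in F and -0.50 in M. Of 39 histone genes, 17 were lower by size in F and 0 in M (medians -1.19 and -0.49). Flavonoid and anthocyanin enzymes went the other way, with 0 higher by size in F and 9 in M (medians 0.53 and 1.29). The difference between the parents was not tested, because each parent has 1 library per condition. With a size threshold of 1 on the log2 scale, F had 3006 higher and 3818 lower genes and M 3000 and 3742.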

As more DEGs and DE lncRNAs were detected in the paternal group, we concluded that this group was more sensitive to *Fov* infection.

**Figure 4:**
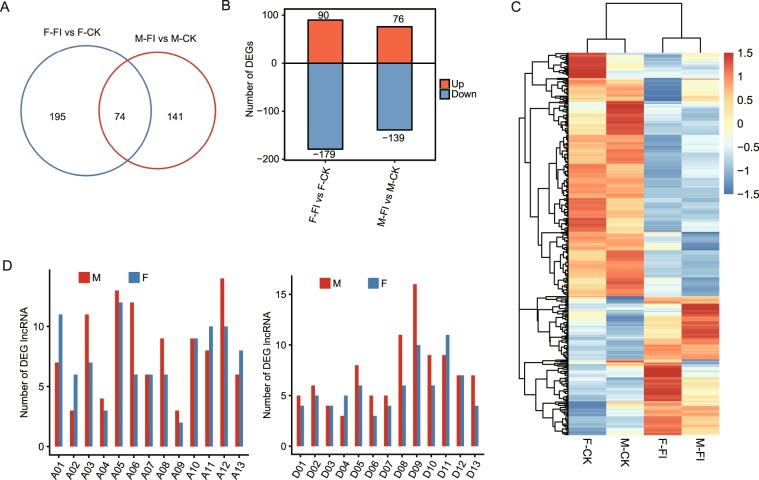
DE lncRNAs in two *Fov*-infected parental cultivars. (**A**) Venn diagrams of DE lncRNAs showing M-FI versus M-CK and F-FI versus F-CK comparisons. (**B**) The number of upregulated and downregulated DE lncRNAs. (**C**) Heatmaps of DE lncRNAs from M-FI versus M-CK and F-FI versus F-CK comparisons. The heatmap was generated from hierarchical analysis of DE lncRNAs. (**D**) Comparisons of the distribution of DE lncRNAs on chromosomes from the At and Dt subgenomes in two parental cultivars.

The distribution of DE lncRNAs on chromosomes was also investigated. In M-FI versus M-CK and F-FI versus F-CK comparisons, DE lncRNAs were distributed on every chromosome. However, the lncRNA density (i.e., count by chromosome length) was not uniform across the two subgenomes. More DE lncRNAs were found on chromosomes A03, A05, A06, A12, D08, and D09 for the M-FI versus M-CK comparison (Fig. 4D), whereas more lncRNAs were found on chromosomes A01, A05, A11, A12, D09, and D11 for the F-FI versus F-CK comparison (Fig. 4D). This suggests that location bias plays a role in lncRNA induction by *Fov* infection.

### Identification of pathogen-induced DE lncRNAs in RILs

We analyzed pathogen-induced DE lncRNAs in the four RILs with a similar genetic background but differing susceptibilities. A total of 444, 354, 777, and 1768 DE lncRNAs (FDR ≤ 0.05 and |log2FC|≥1) and 170, 153, 169 and 1096 group-specific DE lncRNAs were found in SHR-FI versus SHR-CK, HR-FI versus HR-CK, S-FI versus S-CK and HS-FI versus HS-CK comparisons, respectively. In comparisons of the DE lncRNAs between these four groups, only 48 DE lncRNAs were found to be in common (Fig. 5A). These results suggest that different RILs respond to *Fov* infection in different ways. The number of lncRNAs regulated by *Fov* in the resistant strains HR (354) and SHR (444) was similar (Fig. 5B). However, the number of lncRNAs regulated by *Fov* in S (777) and HS (1768) RILs was much higher than in resistant RILs.

**Figure 5:**
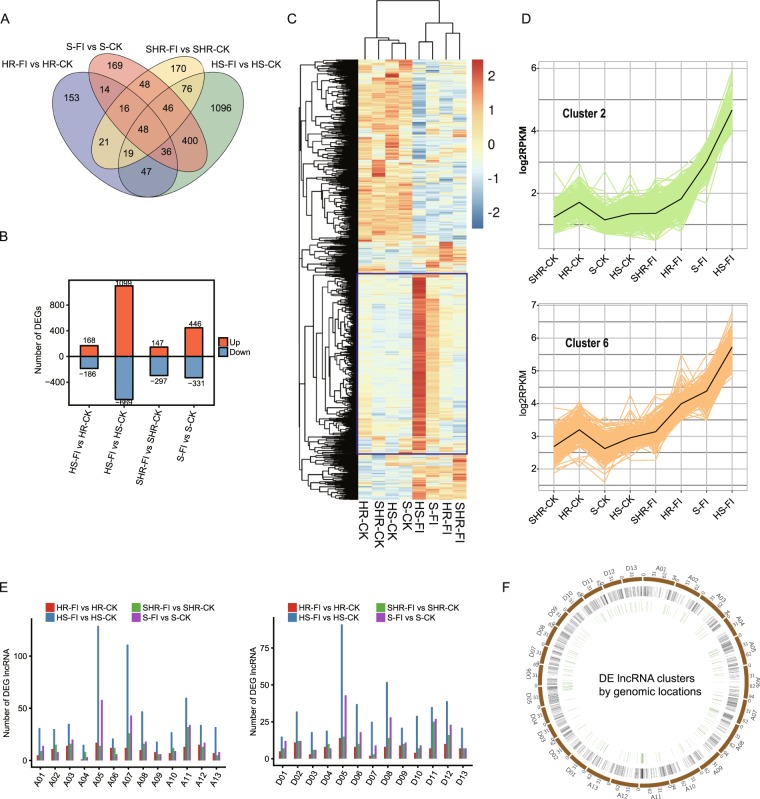
Expression of DE lncRNAs in four *Fov*-infected F_2:6_ RILs. (**A**) Venn diagram showing the few overlapping DE lncRNAs from the four comparisons. (**B**) The number of upregulated and downregulated DE lncRNAs from the four comparisons. (**C**) Hierarchical clustering heatmap of all DE lncRNAs from the four comparisons. lncRNAs in blue boxes gradually decreased with resistance level. (**D**) k-means clustering analysis revealed two clusters with consistently increasing expression level in RILs with decreasing resistance levels. The black line indicates the mean expression value of genes in each cluster. (**E**) Barplot showing the distribution of DE lncRNAs on chromosomes from At and Dt subgenomes in four RILs. (**F**) Circos plot showing the genomic distribution of lncRNA clusters by distance. The green circle represents lncRNA clusters; the black circle represents DE lncRNAs; the brown circle represents the chromosome.

In contrast to the DEGs shown in Fig. 1C, there were more upregulated than downregulated lncRNAs (Fig. 5B,C). The induced expression of a large number of *Fov*-responsive lncRNAs was positively correlated with susceptibility to *Fov* infection (Fig. 5B,C, boxed in blue). By performing Chi-square tests on expressed lncRNAs, we found fewer DE lncRNAs compared with edgeR. The percentage of overlapping DE lncRNAs varied from 13.25% to 39.62% (Supplementary Table S2).

We performed qRT-PCR experiments to verify the expression patterns of lncRNAs in the eight RIL samples. Thirteen upregulated DElncRNAs in response to infection from HS group were chosen for qRT-PCR experiments. The expression patterns of six selected genes are shown in Supplementary Fig. S5. The expression consistency of all 13 genes between their qRT-PCR and RNA-seq results was summarized in Supplementary Table S4. We observed 100% expression consistency for both *Fov*-susceptible RILs (HS and S), supporting the finding that lncRNAs are regulated by *Fov* infection. The expression consistency of these *Fov*-upregulated DElncRNAs was 92.3% and 46.2% consistency for the resistant RILs HR and SHR, respectively, suggesting the genotype-specific response of *Fov* infection.

We used k-means clustering to analyze DE lncRNAs and identified eight clusters. The k-means clustering results (Supplementary Fig. S6 and Fig. 5D) corresponded with the results of hierarchical clustering shown in Fig. 6C. Sorting samples by decreasing *Fov* resistance levels, cluster 2, cluster 5, cluster 6, and cluster 8 revealed significantly elevated values after *Fov* infection (Fig. 5D and Supplementary Fig. S6). The reason that these four groups were not clustered together is that their expression values were not at the same level (Y axis in Fig. 5D), although their expression patterns were similar. Cluster 3, cluster 4 and cluster 7 contained 1483 DE lncRNAs and exhibited decreased expression in infected groups, corresponding with the downregulation of DE lncRNAs (Supplementary Fig. S6A).

**Figure 6:**
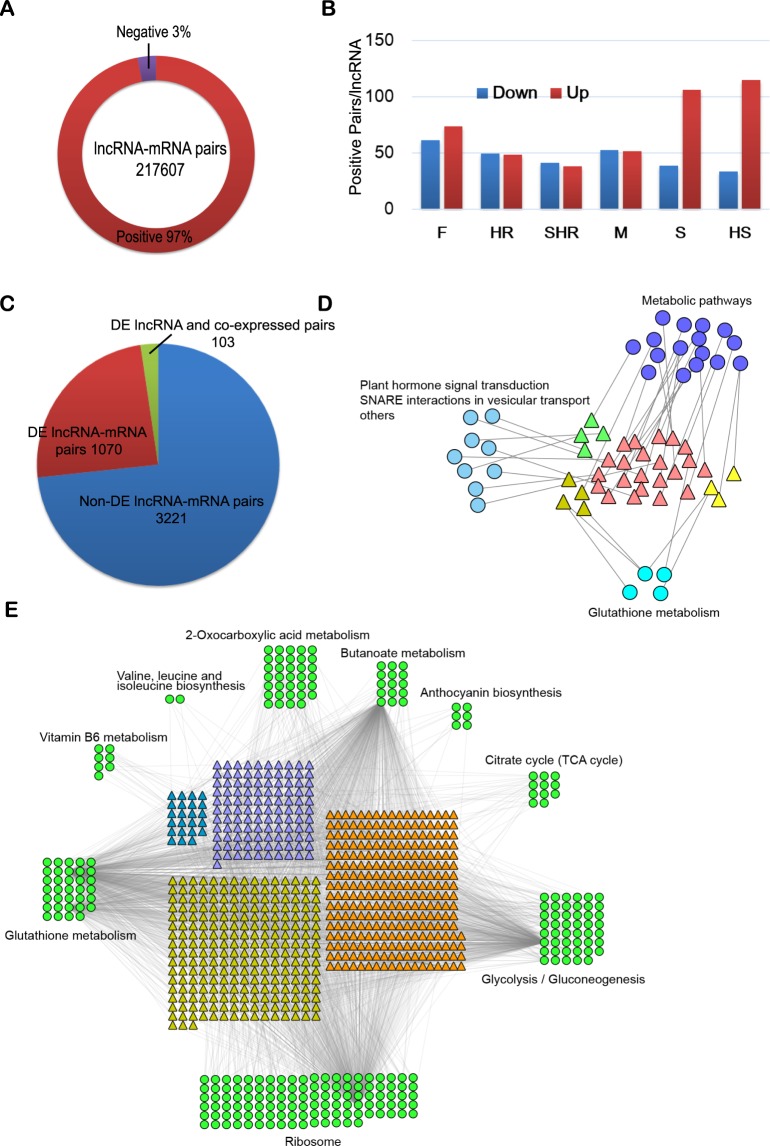
Potential lncRNA target identification and functional analysis. (**A**) Circular plot showing the distribution of lncRNA-mRNA co-expression pairs. The total number of pairs was 217,607. (**B**) Barplot showing the rational distribution of DE lncRNAs involved in negative co-expression pairs. DE lncRNAs were classified as upregulated or downregulated. (**C**) Pie chart showing the relationship between cis-acting and co-expression functional manners. (**D**) Functional network analysis of the potential mRNA targets of DE lncRNAs by cis-acting manner. *Fov*-induced lncRNAs in Fig. 5D are presented. (**E**) Functional network analysis of potential mRNA targets that were co-expressed with DE lncRNAs.

The distribution of DE lncRNAs on chromosomes was also investigated. In the four comparisons, *Fov*-induced DE lncRNAs were distributed across every chromosome (Fig. 5E). In the SHR-FI versus SHR-CK comparison, more DE lncRNAs were found on chromosomes A02, A03, A07, A08, A11, D11, and D12. In the HR-FI versus HR-CK comparison, more DE lncRNAs were found on chromosomes A03, A05, A11, A12, D02, and D05. In the S-FI versus S-CK comparison, more DE lncRNAs were found on chromosomes A05, A07, A11, D05, D08, and D11. In the HS-FI versus HS-CK comparison, more DE lncRNAs were found on chromosomes A05, A07, A11, D05, and D08. The non-uniform distribution of DE lncRNAs suggests that some genomic locations are enriched in DE lncRNAs. We performed clustering analysis to merge clusters of DE lncRNAs if the distance of adjacent lncRNAs was less than 10 kb. Circular plots revealed obvious clusters on chromosomes A05, A07, A11, D05, and D06 (Fig. 5F), which could serve as genomic hot spots for the response to fungal infection.

### Functional enrichment analysis of pathogen-induced DE lncRNAs

Regulated genes typically show consistent or opposite expression patterns to their regulatory genes^44^ and lncRNAs^45^. We performed co-expression analysis to predict the target mRNAs of DE lncRNAs. After filtering, 211,000 positive and 6607 negative pairs were retained (Fig. 6A). These filtered pairs included 4957 lncRNAs and 21,249 mRNAs, suggesting that potential lncRNA-mRNA regulatory networks are extensive. Of the DE lncRNAs shown in Fig. 5B, most DE lncRNA-mRNA pairs (96.03%) were positive. We then explored the features of each positive pair. The number of positive pairs per lncRNA was much higher for upregulated lncRNAs than for downregulated lncRNAs within the two susceptible RIL groups (paired *t*-test *p* value = 0.03, Fig. 6B), suggesting that some upregulated mRNAs may be regulated by upregulated lncRNAs in susceptible groups.

lncRNAs may function to modulate the transcription of nearby genes in a cis-acting manner^46^. Cis-acting regulation between lncRNAs and mRNAs also occurs. With a threshold distance of 10 kb between mRNAs and lncRNAs, 4394 lncRNA-mRNA cis-acting pairs were identified. Of these, 1173 pairs (26.70%) involving DE lncRNAs were analyzed. Of these 1173 pairs, only 103 (8.78%) passed the co-expression threshold (Fig. 6C), and all were positively correlated, suggesting that there was no significant correlation in expression for cis-acting pairs and that lncRNAs may function in a trans-acting manner more often.

We then analyzed the functional pathways of the co-expressed and cis-acting mRNAs of DE lncRNAs. We focused on upregulated lncRNAs from the four clusters shown in Fig. 5D and Supplementary Fig. S6. First, we investigated the enriched KEGG pathways of mRNAs regulated by lncRNAs in a cis-acting manner. The most highly enriched pathway was the metabolic pathway (Fig. 6D). We also identified other enriched pathways in these four lncRNA clusters, including glutathione metabolism, plant hormone signal transduction, and SNARE interactions in vesicular transport (Fig. 6D). The same analysis was performed for mRNAs co-expressed with lncRNAs. The most highly enriched pathways were ribosome, glutathione metabolism, butanoate metabolism, and glycolysis/gluconeogenesis (Fig. 6E). Interestingly, glutathione metabolism appeared in both cis-acting and co-expression manners, suggesting that it plays an important role in lncRNA regulation in response to *Fov* infection.

## Discussion

*F*. *oxysporum* is an important wilt pathogen that infects over 100 plant species, including cotton, in diverse ecological niches around the world. Breeding and cultivation strategies represent the most promising options to control this pathogen. Very few studies have been conducted to understand the mechanisms underlying *Fov* infection or to collect genetic marker information to facilitate molecular breeding of the important cotton variety sea-island cotton (*G*. *barbadense*). We previously created RILs from two parents selected from the field that showed divergent susceptibility to *Fov* infection. The RILs further diverged in their susceptibility, presenting an attractive opportunity to study sea-island cotton biomarkers of resistance and susceptibility to *Fov*.

In this study, we used a strand-specific RNA-seq approach to profile the transcriptome of parent and RIL plants with divergent susceptibility to *Fov*. We found that *Fov*-upregulated protein coding genes were highly enriched in known disease-resistance pathways, such as oxidation-reduction, glutathione metabolism, anthocyanin biosynthesis, and flavonoid biosynthesis pathways^6,13,47–50^. However, downregulated genes were enriched in different biological functions, which indicates that susceptibility-determining protein coding genes were generally downregulated. Biological terms that were enriched in susceptibility-determining genes included ascorbate and aldarate metabolism. In summary, we obtained a large number of protein coding genes whose expression was responsive to *Fov*-infection and that could be used in molecular breeding in the future. Because of the lack RNA-seq replicates, the statistical power in identification of differentially expressed genes (DEGs) from RNA-seq data between the infected and control cotton for any individual group was limited. Nevertheless, we found that all the *Fov*-regulated genes showed highly similar expression response to *Fov* infection, and a large number of DEGs were overlapped, among multiple cotton genotypes. 

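Genes changed by size in 1 to 5 lines were more often lower than higher, while in all 6 lines 97 genes were higher and 97 lower. At least 3 lines shared 571 higher and 1295 lower genes, and 1420 and 2942 genes were higher or lower in 1 line. Of the genes changed by size in a line, 59.2% in HS to 68.8% in M had the same sign in all of the other 5 lines.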

We therefore suggest the use of the overlapping DEGs as confident *Fov*-regulated genes for future study.

We used qRT-PCR to verify the *Fov*-regulated protein-coding (7) and non-coding genes (13) based on DEGs identified by edgeR analysis in HS group, demonstrating 100% consistency for both mRNA genes and lncRNAs in the same RIL genotype. The validation consistency was close to100% in some other RILs, but not in all. This finding agrees well with the presence of group variations in gene expression and in *Fov* response. Given the genetic difference among these six RILs, it is also possible that the discrepancy might reflect some RIL-specific differences in post-transcriptional regulation of these genes. For example, the presence of the cotton RIL-specific alternative splicing patterns could lead to altered ratio between splice isoforms which would not change the RNA-seq detected mRNA level, but might be sensitive to the specific qRT-PCR primers^51^.

We also performed Chi-square tests to analyze DEGs and DE lncRNAs and compared the results with those of edgeR. The low overlap in genes reflects the essential differences between these methods in calculating DEGs. Because the global expression level of lncRNAs was lower than that of mRNAs, we propose that the sensitivity of Chi-square tests is more dependent on gene expression level, as it detected fewer DE lncRNAs but more DEGs than edgeR analysis.

We also systematically identified sea-island cotton lncRNAs and studied their expression in response to *Fov* infection. In contrast to protein coding genes, lncRNAs showed extensive transcriptional responses to *Fov* infection in the two susceptible RIL plants, whereas resistant RIL plants showed similar transcriptional responses to the two parents. In the susceptible RILs, more lncRNAs were upregulated than downregulated and the number and magnitude of *Fov*-induced upregulated genes were both correlated with fungal susceptibility. Therefore, we identified a set of susceptibility-related lncRNAs. These findings provide additional molecular markers for breeding programs.

LncRNAs play important roles in various biotic and abiotic stress responses in plants by either regulating the transcriptional level of nearby genes in a cis-acting manner or by influencing other genes via trans-acting mechanisms^52,53^. Computational analysis of the two possible types of lncRNA regulation revealed interesting results. Firstly, co-expression analysis of potential trans-acting lncRNA regulatory mechanisms revealed that approximately 97% of lncRNA-mRNA pairs were positively co-expressed, which is much higher than in mammals^45^. It is possible that plant lncRNAs exert less negative and more positive regulation than mammalian lncRNAs. Secondly, protein coding genes co-expressed with DE lncRNAs are highly enriched in plant defense pathways, suggesting the importance of lncRNAs in the plant immune response. Thirdly, cis-acting regulation played a smaller role in modulating mRNA expression patterns, although the mRNAs adjacent to DE lncRNAs were enriched in plant defense-related pathways. Our results suggest that the two methods of lncRNA target prediction are of equal importance to explore lncRNA functions in plant defense. The predicted potential targets and functions of these lncRNAs will need to be verified in future studies.

Historically, a limited understanding of the genome-wide molecular responses of sea-island cotton to *Fov* infection and a lack of molecular markers related to *Fov* susceptibility have hindered the breeding of suitable high resistant cultivars. Transcriptome analysis of RIL plants with divergent *Fov* susceptibilities has revealed differences in mRNAs and lncRNAs that are correlated with fungal susceptibility. Moreover, lncRNA-mRNA network analysis revealed both positive and negative correlations between lncRNAs and their potential trans-acting and cis-acting mRNA partners that are related to disease resistance. Therefore, the findings of this study contribute to our understanding of disease resistance mechanisms in sea-island cotton and provide molecular markers to speed up breeding of disease-resistant cultivars.

## Materials and Methods

### Plant material and pathogen inoculation

One highly aggressive strain of the defoliating fungus *Fusarium oxysporum* f. sp. *vasinfectum* from the College of Agronomy, Xinjiang Agricultural University was used for inoculation.

The seeds of a highly resistant *G*. *barbadense* cultivar (06-146) and a susceptible *G*. *barbadense* cultivar (Xinhan-14) were kindly provided by the Key Laboratory of Agricultural Biotechnology, Xinjiang Agricultural University. Four F_2:6_ RILs were obtained and classified according to their level of resistance to *Fov* infection. These six cotton RILs were grown in germination boxes containing a sterilized mix of peat and sawdust. Before inoculation, we used sterilized scissor to cut fibril of root. Each seedling was inoculated with 10 mL of a suspension of 2 × 10^7^ *Fov* spores per mL by watering injured roots of plants at the two-true-leaf growth stage. The inoculation was performed at room temperature (~25 °C), ≥60% humidity, 16 h/d light, and 8 h/d dark. After 40 h, susceptible cotton seedlings began to wilt. Control plants were not inoculated but were otherwise treated and sampled with distilled water in the same way. Hypocotyls were collected from seedlings for treatment after washing with 75% alcohol and sterile water. All samples were stored at −80 °C for future use.

### RNA extraction and library construction

Total RNA was extracted using a Plant RNA EASYspin Plus Kit (Aidlab, Peking, China) according to the manufacturer’s instructions and treated with RQ1 DNase (Lot M6101, Promega, Madison, United States) to remove DNA. The quality and quantity of the purified RNA were determined by measuring the absorbance at 260 nm and 280 nm using a SmartSpec Plus (Bio-Rad, Hercules, CA, USA). RNA integrity was further verified by electrophoresis using a 1.5% agarose gel. To control for individual variation, we extracted total RNA from three randomly selected biological replicates for each sample and pooled the replicates together for further experiments.

A cDNA library was constructed using 10 μg of total RNA extracted from the hypocotyls of each *G*. *barbadense* sample. Polyadenylated RNA was purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen, Shanghai, China) before being used for directional RNA-seq library preparation. Purified mRNA was iron fragmented at 95 °C followed by end repair and 5′ adaptor ligation. Reverse transcription was then performed with RT primers harboring 3′ adaptor sequences and randomized hexamers. cDNA was purified and amplified, and 200–500 bp PCR products were purified, quantified, and stored at −80 °C until sequencing. cDNA clusters were generated and sequenced using an Illumina HiSeq2000 platform following the manufacturer’s instructions to obtain 50-nt pair-end sequence reads. Two lanes were used for sequencing. Samples were separated by barcodes.

### qRT-PCR

In this study, to evaluate the validity of RNA-seq data, qRT-PCR was performed for the selected DEGs and DE lncRNAs. Polyadenylated RNA was enriched by oligo dT as in RNA-seq, which was then reverse transcribed into cDNA using M-MLV Reverse Transcriptase (Lot R011-01, Vazyme, Nanjing, China) and random primers. qRT-PCR was performed using the StepOne RealTime PCR System (QuantStudio™ 6 Flex Real-Time PCR System Contains the OptiFlex™ Optics System (Applied Biosystems™)) with the SYBR Green PCR Reagents Kit (Lot 11202ES08, Yeasen, Shanghai, China). The PCR conditions consisted of denaturing at 95 °C for 30 s, followed by 40 cycles of denaturing at 95 °C for 10 s and annealing and extension at 60 °C for 30 s. PCR amplifications were performed in triplicate for each sample and normalized using the cotton actin 7 gene as a reference gene. Cotton gene encoding Actin 7 (*ACT7*) was used as an internal control. Data were assessed using the comparative C_T_ (ΔΔC_T_) method^54^, and the relative expression level between the specific gene and *ACT7* was thus obtained and presented. Primers for qRT-PCR analysis are listed in Supplementary Table S5.

### lncRNA identification and classification

By filtering low quality reads and adapters, high quality clean reads were obtained for downstream analyses. These reads were mapped to the Upland cotton genome^34^ using TopHat2^41^ software. Only mapped reads with one genomic location were used for analysis. FPKM was used to evaluate the expression level of genes and lncRNAs. Separated gene models from the same genotype were merged together using the Cuffmerge procedure^55^.

Novel transcripts were detected using Cufflinks and Cuffcompare^56^. Background noise was filtered from novel transcripts based on FPKM (>0.5), length (>200), coverage (>1), and status threshold (OK)^56^. The coding potential capability was calculated using the Coding Potential Calculator^57^ (value < 0). Class code ‘u’ represented lincRNAs, ‘x’ represented long noncoding natural antisense transcripts (lncNATs), and ‘i’ represented intronic transcripts. lincRNA/protein-coding gene pairs were restricted to those that were non-overlapping and 1 kb away from protein-coding genes.

### Identification of common and specific lncRNAs

All separate transcriptome gtf files of *G*. *barbadense* were merged into one gtf file using Cuffmerge with the parameter -g. These merged transcriptomes made it possible to compare the loci of lncRNAs from different sequencing samples using Cuffmerge. The class code ‘u’ represented specific lncRNAs among these sequencing samples. Furthermore, similar sequences were discarded to ensure the reliability of identified specific lncRNAs according to reciprocal BLASTN results with an E threshold value < 1e-10. The class code ‘=’ represented core lncRNAs between *G*. *barbadense* that share fully equal loci. Reciprocal BLASTN analysis (E value < 1e-10) was also run to improve the confidence of identified core lncRNAs, and only those with highly similar sequences were retained for further analysis.

### lncRNA-mRNA co-expression analysis

Based on the expression of each mRNA and lncRNA, correlation coefficients and *p* values were obtained for each lncRNA-mRNA pair. We then filtered the results based on a threshold of absolute correlation coefficient no less than 0.95 and *p* value less than 0.01. In addition to positively correlated pairs, pairs with a correlation coefficient less than 0 were also included. These filtered gene pairs formed the expression network.

### Expression and functional analysis

To measure the pattern of lncRNA expression and screen DE lncRNAs, we applied the edgeR^43^ package, which is specifically designed to analyze differential expression of genes using RNA-seq data. lncRNAs with FPKM < 0.5 in every sample were removed prior to analysis. To identify DE lncRNAs, FC (≥2 or ≤0.5) and FDR (**≤**0.05) cutoffs were applied.

To predict gene functions and calculate the functional category distribution frequency, KEGG analyses were performed using KOBAS bioinformatics resources^58^. Networks were constructed by calculating Pearson’s correlation coefficients for DEGs. Cytoscape (v3.5.1) was used to display the co-expression network^59^. Circos software was used to plot the distribution of lncRNAs in the *G*. *hirsutum* genome^60^.

### Statistical analysis

K-means was used to cluster the differently express pattern genes. Chi-square tests were also used to perform differential expression analysis. All values are presented as mean ± SD. Differences between means were determined using Student’s *t-*tests. *p* values < 0.05 were considered statistically significant. All the statistical analysis was performed by R software.

### Data deposition

Datasets supporting the results of this article are available in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under Accession Number GSE95288.

## Supplementary information

Supplementary Tables and Figures

# Supplementary material for: The susceptibility of sea-island cotton recombinant inbred lines to Fusarium oxysporum f. sp. vasinfectum infection is characterized by altered expression of long noncoding RNAs
**Source:** Sci Rep. 2019 Feb 27;9:2894. doi: 10.1038/s41598-019-39051-2
**Supplement:** Supplementary file 1 — Supplementary Tables and Figures

**The susceptibility of sea-island cotton recombinant inbred lines to *Fusarium oxysporum* f. sp. *vasinfectum* infection is characterized by altered expression of long noncoding RNAs**

Zhengpei Yao^1,4^, Quanjia Chen^1,4^, Dong Chen^2,4^, Leilei Zhan^2,4^, Kai Zeng^3^, Aixing Gu^1^, Jian Zhou^2^, Yu Zhang^2^,Yafu Zhu^1^, Wenwei Gao^1^, Liping Wang^1^, Yi Zhang^2^, Yanying Qu^1^*

**^4^**These authors contributed equally to this work.

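Supplementary Table S1 lists, for each library, the raw reads, the reads left after cleaning and the reads that aligned to the genome. FB marks infected and CK control plants. By the table's own values, the paper's reported share of cleaned reads that aligned is 78.22% to 81.81% in the 6 CK libraries and 83.07% to 88.59% in the 6 FI libraries. In the deposited counts, 33148 to 34259 genes had at least 1 read in a CK library and 28552 to 32226 in an FI library.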

**Table S1.** The sequencing and mapping information for all the 12 samples. The clean reads were mapped onto the *G. hirsutum* genome.

| samples | Raw Data | clean data | clean percentage | Total Mapped |
| --- | --- | --- | --- | --- |
| FB_F | 43123599 | 37527023 | 87.02% | 32358524(86.23%) |
| FB_M | 28011347 | 24926855 | 88.99% | 22081458(88.59%) |
| CK_F | 34797116 | 29558952 | 84.95% | 23121193(78.22%) |
| CK_M | 34314178 | 29730916 | 86.64% | 23817179(80.11%) |
| FB_HR | 29663040 | 26391767 | 88.97% | 21923270(83.07%) |
| FB_S | 30728812 | 27133667 | 88.30% | 23495140(86.59%) |
| FB_SHR | 23756929 | 21383877 | 90.01% | 18500622(86.52%) |
| FB_HS | 29800289 | 26321686 | 88.33% | 21910444(83.24%) |
| CK_HS | 34481954 | 30775999 | 89.25% | 25176980(81.81%) |
| CK_SHR | 36721876 | 32662198 | 88.94% | 26085517(79.86%) |
| CK_HR | 42609618 | 38102918 | 89.42% | 30147347(79.12%) |
| CK_S | 33247654 | 28545505 | 85.86% | 22555004(79.01%) |

**Table S2.** The overlapped DE mRNA and lncRNA genes between edgeR and Chi-square test.

| Type | Group | edgeR DEGs | Chi-square DEGs | Overlapped DEGs | Percentage* |
| --- | --- | --- | --- | --- | --- |
| Protein coding Genes | FB_F vs CK_F | 2635 | 2973 | 1054 | 23.14% |
|  | FB_M vs CK_M | 1774 | 3108 | 840 | 20.78% |
|  | FB_HS vs CK_HS | 4850 | 3875 | 1854 | 26.98% |
|  | FB_S vs CK_S | 2775 | 3177 | 1060 | 21.67% |
|  | FB_HR vs CK_HR | 1940 | 2718 | 737 | 18.80% |
|  | FB_SHR vs CK_SHR | 3143 | 3324 | 1208 | 22.97% |
| LncRNA Genes | FB_F vs CK_F | 300 | 136 | 51 | 13.25% |
|  | FB_M vs CK_M | 235 | 132 | 45 | 13.98% |
|  | FB_HS vs CK_HS | 1844 | 852 | 765 | 39.62% |
|  | FB_S vs CK_S | 811 | 266 | 185 | 20.74% |
|  | FB_HR vs CK_HR | 383 | 195 | 98 | 20.42% |
|  | FB_SHR vs CK_SHR | 477 | 181 | 99 | 17.71% |

*Percentage was calculated as the fraction of overlapped DEGs by the total DEGs of these two methods.

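Supplementary Table S2 sets the edgeR and the chi-square test of each line side by side. The percentage divides the genes called by both tests by the genes called by at least 1 of them, so a pair of long lists with a modest overlap gives a low value. The protein-coding rows hold the comparisons whose counts were recomputed here, and the lncRNA rows were not analysed here.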

**Table S3.** LncRNA filtering steps and the number statistics in each step. The final lncRNAs were classified as intergenic, antisense, and intronic lncRNAs.

| Filtering steps | Isoform Num | Gene Num |
| --- | --- | --- |
| Total transcripts | 82961 | 51657 |
| raw filtered lncRNAs | 68589 | 42148 |
| Distance to gene more than 1000 bp | 63398 | 38741 |
| Removing coding potential transcripts | 41039 | 28106 |
| Removing short transcripts (<200 bp) | 13176 | 11336 |
| Final long intergenic ncRNAs (lincRNAs) | 10868 | 9183 |
| Final antisense lncRNAs | 618 | 519 |
| final_intronic lncRNAs | 1690 | 1634 |

**Table S4.** Summary of the consistency between RNA-seq and qRT-PCR results for the 13 selected lncRNAs

| DE lncRNA | HS | S | HR | SHR |
| --- | --- | --- | --- | --- |
| XLOC_002902 | 🗸 | 🗸 | 🗸 | 🗴 |
| XLOC_025560 | 🗸 | 🗸 | 🗸 | 🗴 |
| XLOC_026370 | 🗸 | 🗸 | 🗸 | 🗸 |
| XLOC_029412 | 🗸 | 🗸 | 🗴 | 🗴 |
| XLOC_029416 | 🗸 | 🗸 | 🗸 | 🗴 |
| XLOC_029437 | 🗸 | 🗸 | 🗸 | 🗸 |
| XLOC_029440 | 🗸 | 🗸 | 🗸 | 🗴 |
| XLOC_031225 | 🗸 | 🗸 | 🗴 | 🗴 |
| XLOC_038804 | 🗸 | 🗸 | 🗸 | 🗸 |
| XLOC_045514 | 🗸 | 🗸 | 🗸 | 🗸 |
| XLOC_045517 | 🗸 | 🗸 | 🗸 | 🗸 |
| XLOC_045582 | 🗸 | 🗸 | 🗸 | 🗴 |
| XLOC_047812 | 🗸 | 🗸 | 🗸 | 🗸 |
| Consistency rate | 100% | 100% | 84.62% | 46.15% |

🗸 represents that the variation tendency of lncRNA expression after *Fov* infection is consistent between RNA-seq and qRT-PCR results. 🗴 represents the tendency was not consistent.

**Table S5. PCR primer table.**

| Gene | Forward | Reverse |
| --- | --- | --- |
| mRNA qRT-PCR Primer | | |
| Gh_D11G2549 | GTGAAACGGCGGAGGAGAT | AGGACTTGTTCAGCAGACCAT |
| Gh_A13G1787 | CCAAGTCCGAAGCCTTCATAC | TCCAGTCATTCAATTCCGTTCA |
| Gh_D10G1825 | GGAAGATGGCGGCTTACCT | TCTTTGATCCACTCCTTGTGTG |
| Gh_D11G1355 | CTTCAGCCGTCTCGTATGTTC | TTAATGCAGAGGTTCGGTACAG |
| Gh_A05G1707 | TCTTCCTCTGCGACAACACT | TTATGGACAATACTGGCGTGAA |
| Gh_A03G1208 | CAGTCGCTCTATCAGGAATCAC | TTGCCAACAGAATGGATCGTAG |
| Gh_D03G1421 | CCACCAGTGTCATCATCATCAA | GAAGGACTTAGTGTTGCTGCTA |
| Gh_D13G2160 | CCAAGTCCAAAGCCTTCATACA | CCAGTCATTGAGTTCCGTTCAT |
|  |  |  |
| *Fusarium oxysporum* gene qPCR Primer | | |
| *FOTG* | AGGTTACGTCCCTGTACTCATG | TCGGATTTGGCAGCATTT |
| LncRNA qRT-PCR Primer | | |
| XLOC_027698 | AAAAGATTCAAAACACAAACAA | GTCTCTCTTTGTTCTTTGATTT |
| XLOC_029412 | GGATCGGTGTAATGATTAACAG | TGCTTTCGCAGTTGTTCG |
| XLOC_029416 | GGCCCCGATGAGTAGGAG | TATTTGCTACAACCACCAAGAT |
| XLOC_029437 | CTACCACATCCAAGGAAGG | CCAATTACCAGACTCAAAGAG |
| XLOC_029440 | CTGTCTACGAGTCGGGTT | CGGTACTTGTTCGCTATCG |
| XLOC_045514 | AACCCTAATTCTCCGTCAC | GCGACGCATCATTCAAAT |
| XLOC_045517 | TATTTAGCCTTGGACGGAAT | ACCAAGAGGCGCTGTCTA |
| XLOC_ 038804 | GCTTTCGCTCAAGACTCGTA | GGCATTAAGGTGGTTGGACTAT |
| XLOC_ 026370 | ATCGCCGAGCTTGGTAAC | CCCATGTTCCATCACCTTAAAG |
| XLOC_ 002902 | TTGATTCAGGCTTGTCCGTTCC | CTCTAAGAACCACGACGCACAA |
| XLOC_ 047812 | TTAATCAAGAACGAAAGCTGGG | GGCATCGTTTATGGTTGAGACT |
| XLOC_ 045582 | GAGGAAGCACTCGCCTGATT | CCAACTGCCAATTCTCAGCC |
| XLOC_ 030864 | TGCCCACGACTATTTCTGTTAA | CAATCCTATTGTGTTGGCCTTC |
| XLOC_ 045536 | TGTGGTTTCGCTGGATAGTAGA | TAATTAGTGACGCGCATGAATG |
| XLOC_ 006445 | CCGGCACCTTATGAGATATCAA | TCAGCCTTGCGACCATACT |
| XLOC_ 025560 | CCTTTCCAGGGAGACAATACC | TGTTGAGGGATATTCGCTCTTT |
| XLOC_ 031225 | GAAGAGTTTGATCCTGGCTCAG | ACGTTCGACTTGCATGTGTTA |

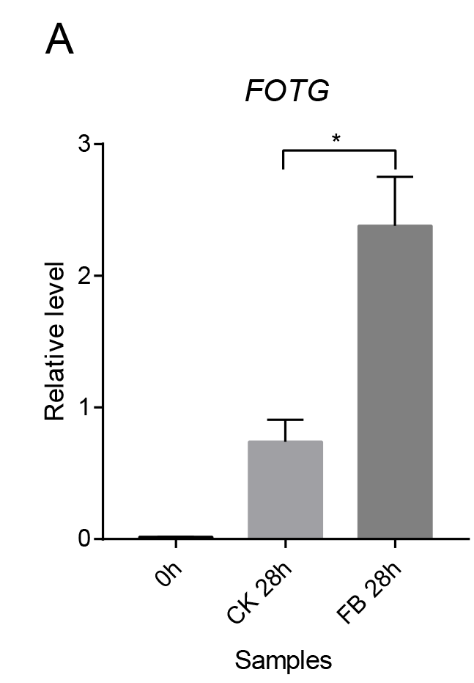

**Supplementary Fig. S1. Evidence of *Fov* infection was obtained by experiments.** (**A**) We performed qPCR to test *Fov* infection. *FOTG* was selected to perform qPCR and showed significant elevated value at 28h of inoculation compared with CK samples.
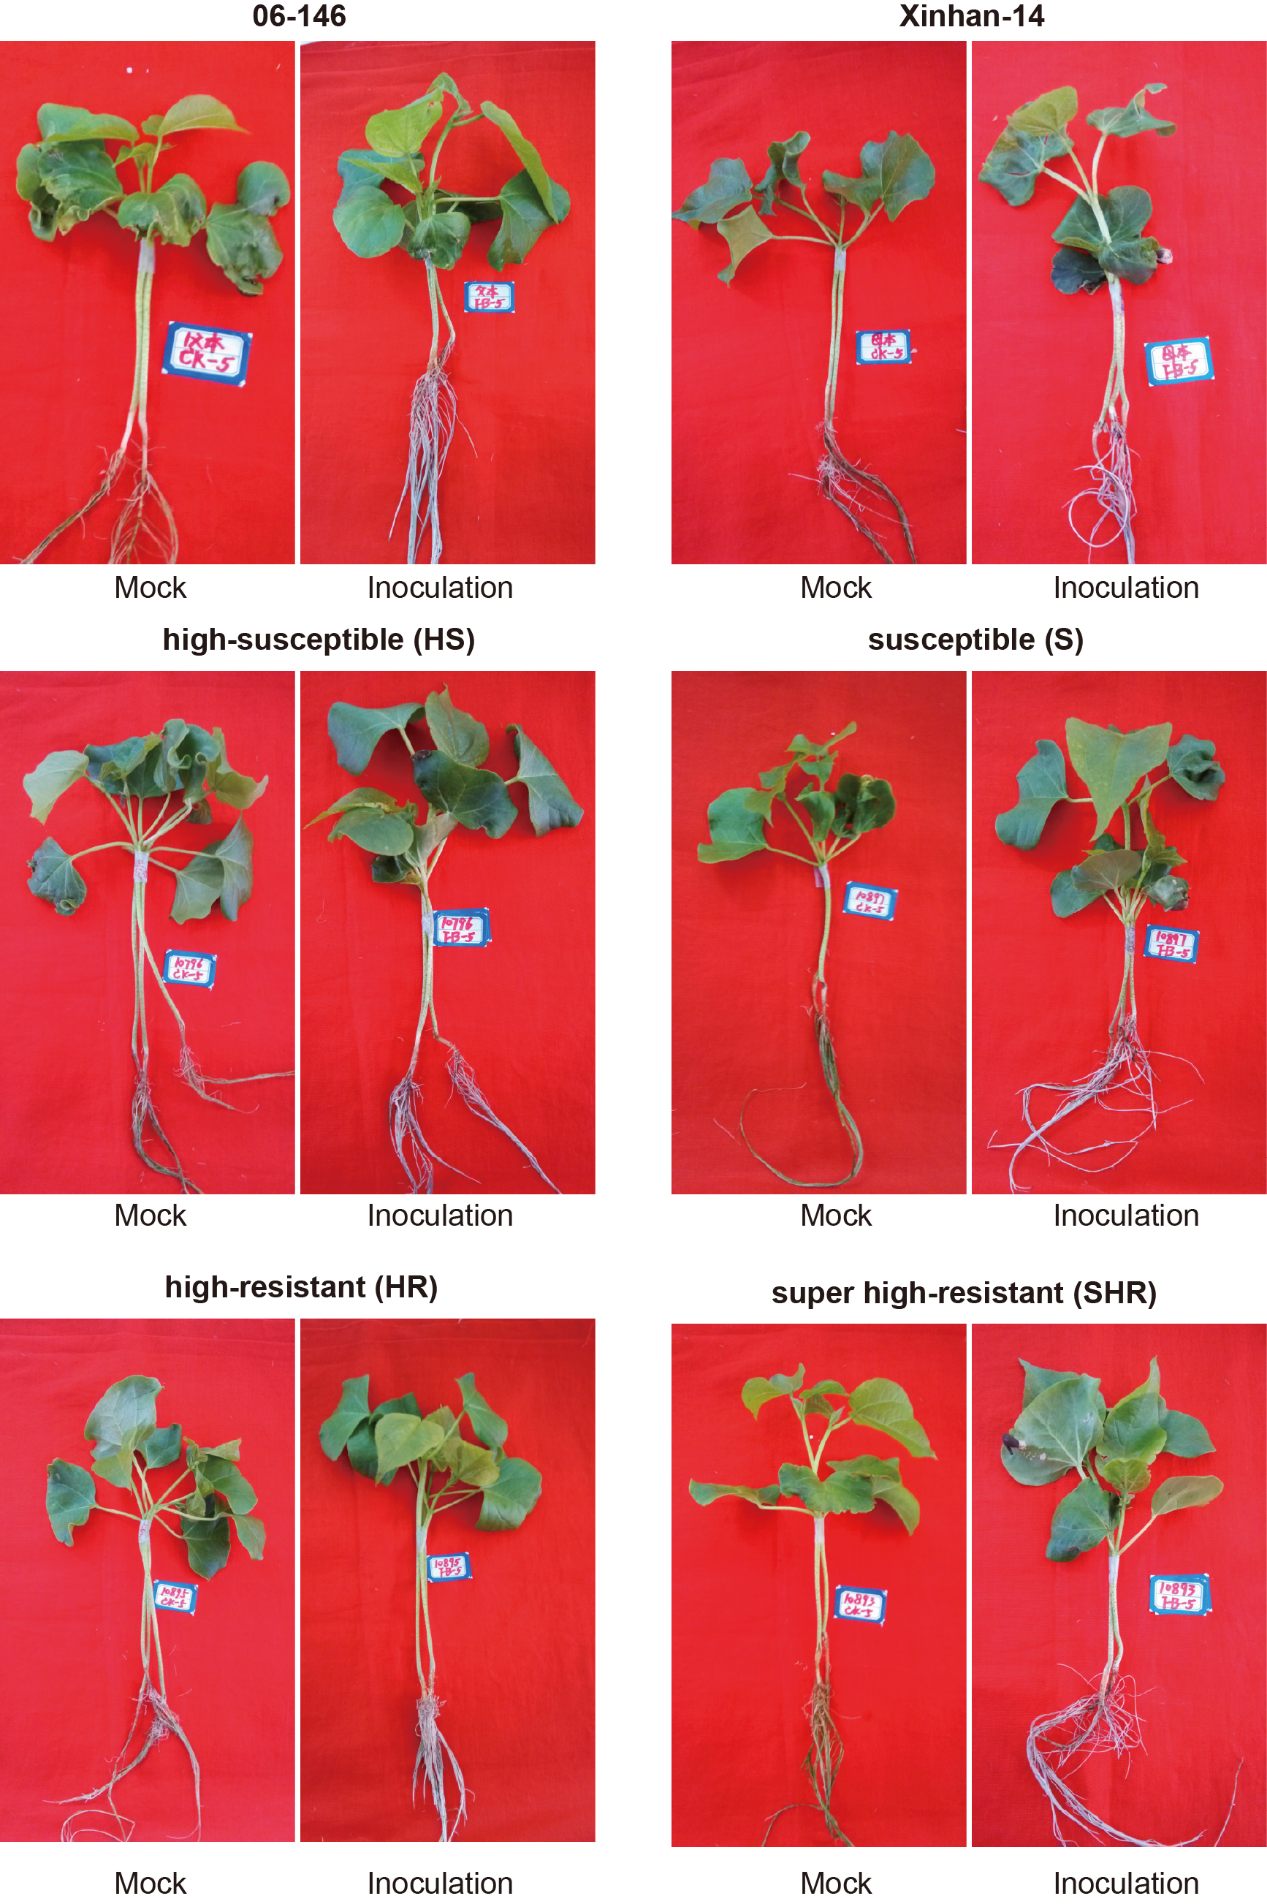

**Supplementary Fig. S2.** Presentation of the characterizations of two *Gossypium barbadense* cultivars (06-146 and Xinhan-14) and their four F_6_ RILs after inoculation with *Fusarium oxysporum* f. sp. *vasinfectum* (*Fov*) for 40h.

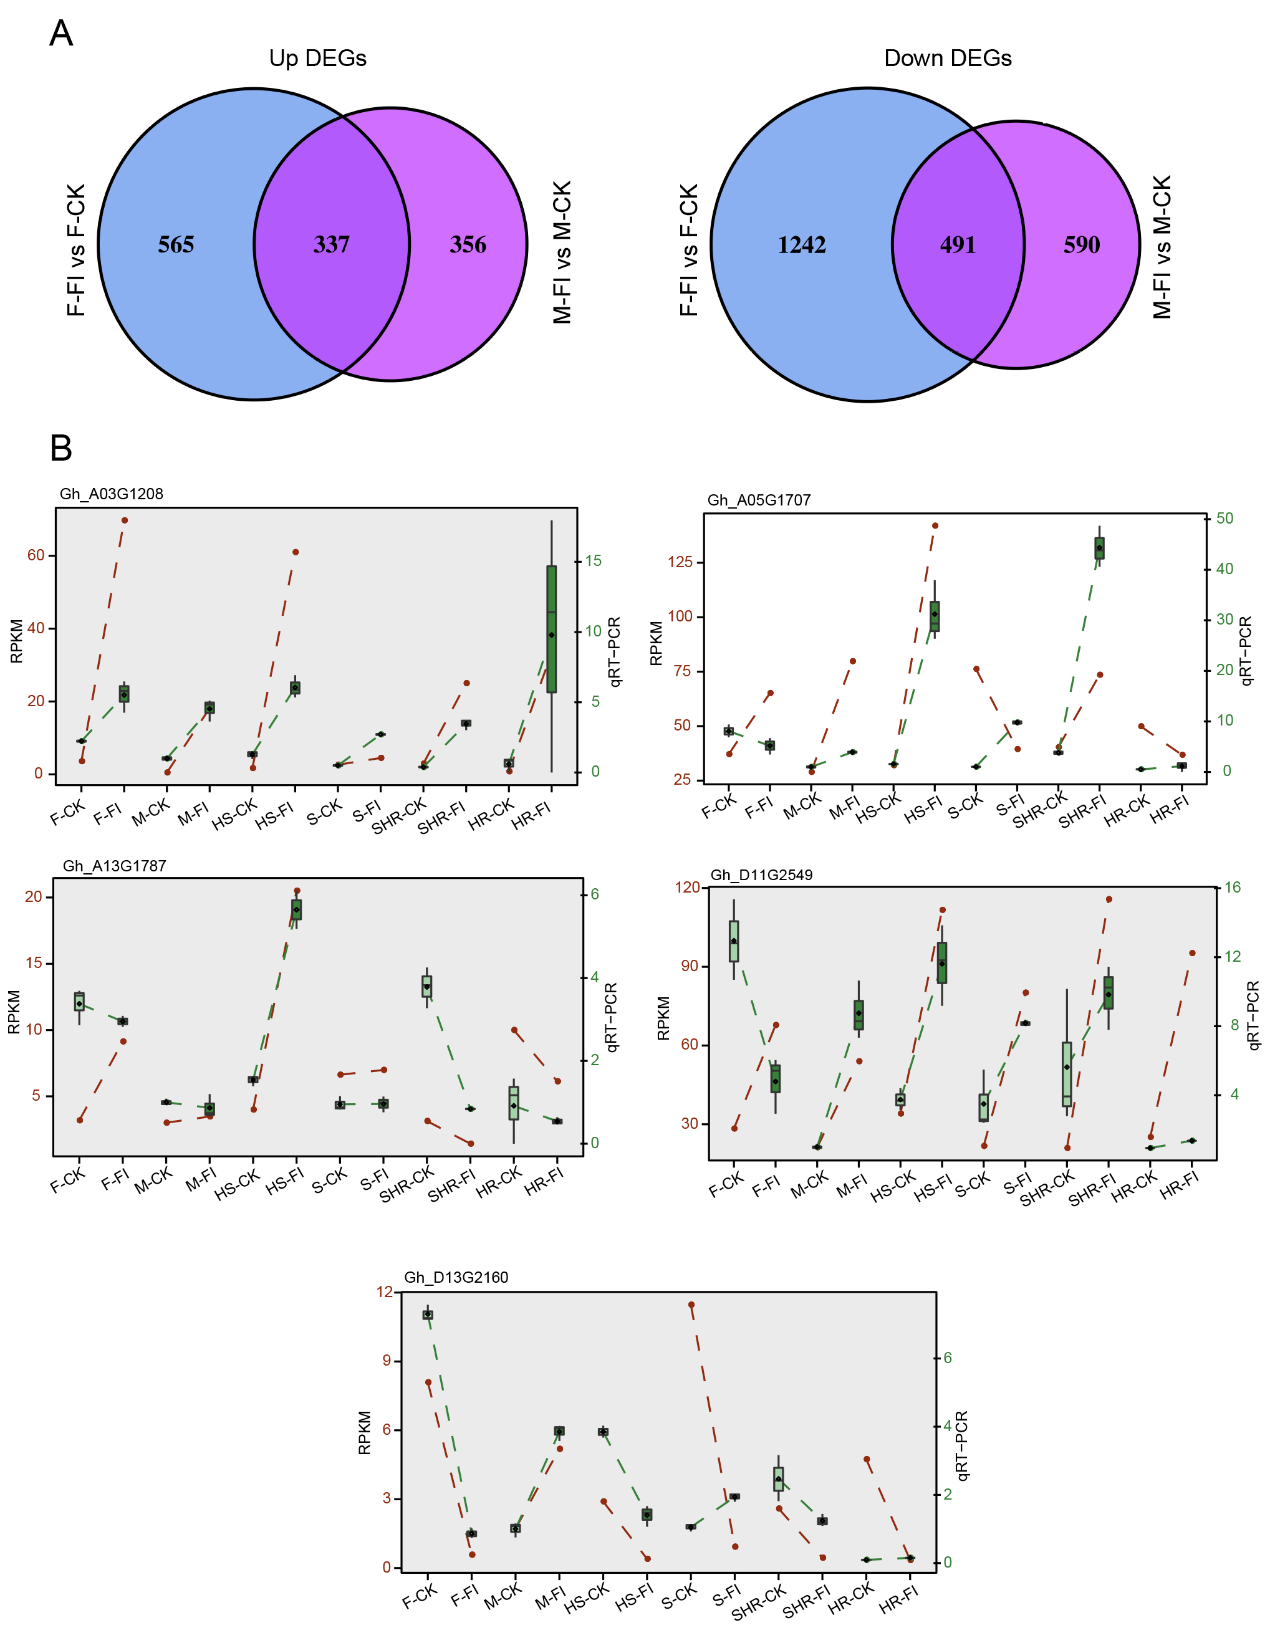

**Supplementary Fig. S3. DEGs analysis and validation for selected DEGs after *Fov* infection.** (**A**) Venn diagram showing the overlapped upregulated (left panel) and downregulated (right panel) DEGs between father and mother groups after *Fov* infection. (**B**) Line plot showing the consistent expression change between RNA-seq (FPKM) and qRT-PCR (Relative level) for five selected DEGs. Three replicates were used to perform qRT-PCR experiment.

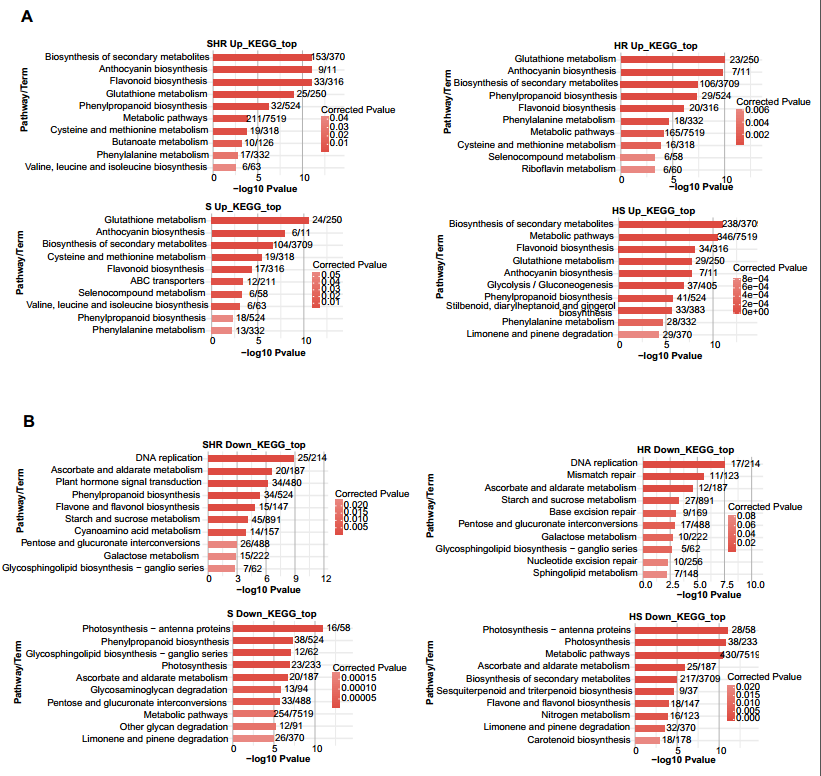

**Supplementary Fig. S4. Functional enrichment analysis for the four DEG groups. KEGG pathways were presented as illustration.** (A) The top 10 enriched KEGG pathways for the up-regulated genes in the four DEG groups. SHR (top left), HR (top right), S (bottom left), bottom right (bottom right) were shown. (B) The same with (A) but for the down-regulated genes in these four groups.

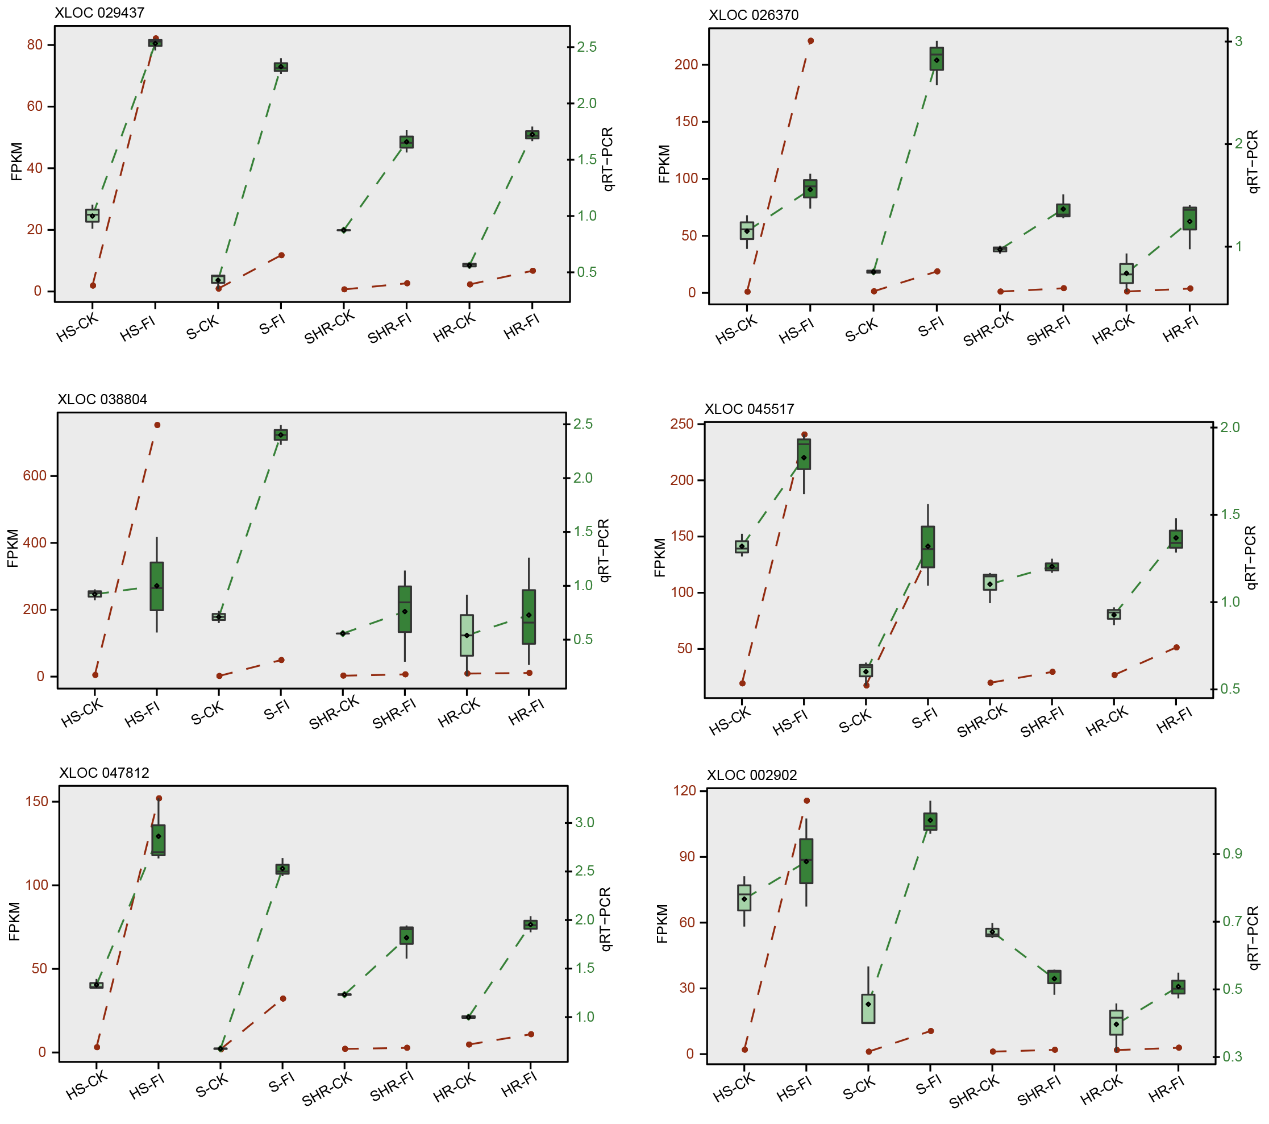

**Supplementary Fig. S5.** Line plot showing the consistent expression change between RNA-seq (FPKM) and qRT-PCR (Relative level) for six selected DE lncRNAs. Three replicates were used to perform qRT-PCR experiment.

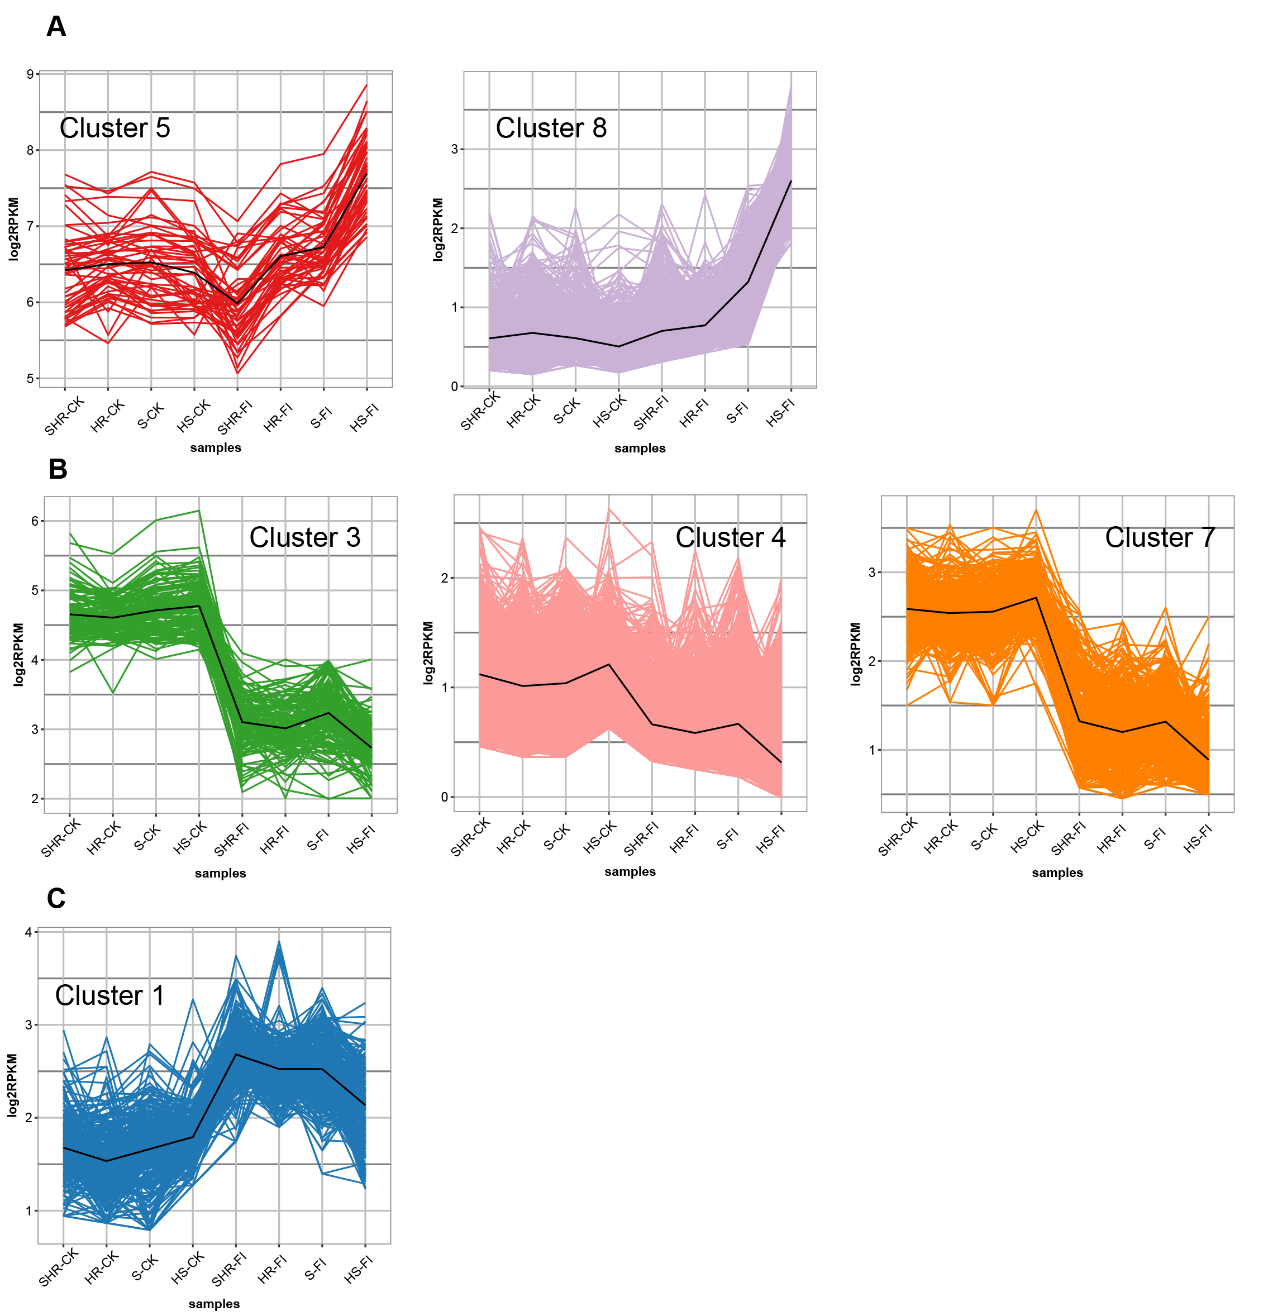

**Figure S6. K-means clustering presentation of the DE lncRNAs.** (A) The expression pattern of DE lncRNAs from cluster5 and cluster8, representing the lncRNAs with same pattern in Figure 6D. (B) The expression pattern of DE lncRNAs from cluster3, cluster4 and cluster7, representing down-regulated lncRNAs after *Fov* infection. (C) The expression pattern of DE lncRNAs from cluster1, representing most up-regulated lncRNAs in SHR and HR groups.

How the deposited data were processed for this re-analysis (not part of the article)

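Gene expression was measured by RNA-seq in the lower hypocotyl of sea-island cotton, 40 h after inoculation with *Fov* (FI) or without inoculation (CK). The paper states that root fibrils were cut before inoculation, and that control plants got distilled water and were otherwise handled alike. There are 12 libraries from 6 lines: the parents F (resistant) and M (susceptible), and the recombinant inbred lines SHR and HR (resistant) and S and HS (susceptible). Each line has 1 FI and 1 CK library, and each library is a pool of 3 plants, so no line has replicate libraries. The label FB in the deposited tables and in Table S1 stands for infected plants.

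The deposited counts are whole numbers of reads per gene, which the authors made from reads trimmed with cutadapt, aligned with TopHat2 and kept when they had 1 genomic location; genes with 0 reads in all 12 libraries are not listed. The deposited RPKM values were scaled by the authors per kilobase of gene and per library, and the total they divided by differs from the sum of the listed counts by 1 constant factor per library. The submitters' notes name cutadapt, TopHat2 and edgeR, without versions. Both tables list the same 48923 genes, and no column of values was left unused. The paper states that the reads were aligned to the Upland cotton (*G. hirsutum*) genome, and its introduction names genome sequences of both *G. barbadense* and *G. hirsutum*. Which of them the gene identifiers of the tables (Gbscaffold and GbC numbers) belong to is not stated. No reference genome was at hand. Of these identifiers, 0 occur in the RefSeq gene table that was at hand, so gene names are the authors' Arabidopsis matches in the deposited tables. There are 426 merged gene models with 2 numbers in their identifier, each kept as 1 gene. Of 25 gene and lncRNA identifiers printed in the paper, 0 occur in the tables. No lncRNA loci are listed (0 identifiers with XLOC), so lncRNAs were not analysed here, nor were the subgenomes.

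The listed genes hold 4457062 (HS-FI) to 8744179 (F-FI) reads per library, which is 20.34% to 29.94% of the mapped reads of Table S1. Counting error alone is small for abundant genes at this depth, while ratios of genes near the minimum of 10 reads are imprecise. Depth does not replace replicates, and the spread between plants of 1 line was not measured.

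The calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The infection effect was tested over all 12 libraries with edgeR's quasi-likelihood test on counts, TMM factors, edgeR's low-count filter and the line as a block with 6 levels. The FI and CK library of a line form a pair by the design, since they share the genotype. A gene was called higher or lower at an adjusted p (Benjamini-Hochberg) under 0.05. The difference between susceptible (M, S, HS) and resistant lines (F, HR, SHR) was tested as the interaction of infection and class in the same model. Standard errors (SE) of log2 fold changes were derived from the fold change and its test statistic, and the CPM in the text are means with SD over 6 libraries.

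Within a line, log2 ratios of CPM from the deposited counts were computed with TMM factors and a prior count of 2. A gene was changed by size when this ratio was above 2 or below -2, among genes with at least 10 reads in at least 1 of the line's 2 libraries. Shared genes were counted per direction beside the number that independent lists would share. The 2-library tests of the paper were repeated with its thresholds (p under 0.01 and a log2 ratio beyond 2 in size). These were edgeR's exact test with a biological coefficient of variation (BCV) of 0.4, since no dispersion is given, and a chi-square test on reads against library totals. The log2 ratio was edgeR's own with TMM factors in the exact test. In the chi-square test it was a CPM ratio by library totals with a prior count of 2. Pearson's r between libraries was taken on log2(RPKM + 1) of the deposited values. The size of a line's response was measured by the SD of its log2 ratios and by their slope on the mean of the other 5 lines.

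From words in the Arabidopsis descriptions 27 gene lists were made. Of these, 10 follow pathways that the study reported from the same libraries, class III peroxidases as enzymes of the phenylpropanoid pathway: glutathione S-transferases, flavonoid and anthocyanin enzymes, phenylpropanoid enzymes, class III peroxidases, DNA replication, photosystem and chlorophyll a/b-binding, auxin response, ribosomal proteins, glycolysis and fermentation, and ABC transporters. The other 17 were chosen apart from it: WRKY factors, AP2/ERF factors, jasmonate synthesis and JAZ, pathogenesis-related proteins, terpene synthases, NBS-LRR resistance proteins, receptor-like kinases, respiratory burst oxidases, heat shock proteins, aquaporins, expansins and xyloglucan endotransglucosylases, secondary wall and xylem, histones, cyclins, UDP-glycosyltransferases, MATE efflux and cytochromes P450. The JAZ repressors are part of the hormone signalling pathway that the paper reports, so the jasmonate list is not wholly independent of it. Members past the test were counted with p values adjusted over all genes and over the list alone. Each list was also tested with limma's camera with an inter-gene correlation estimated for the list. In this form camera rests on the few residual degrees of freedom of 12 libraries. A list that did not pass is therefore not shown to be unchanged. Medians per line were set beside 10000 random lists matched on expression. For short lists of clock and low-oxygen genes, the Arabidopsis loci were written down before their values were looked up. The touch or wound list was written after results had been seen. It leaves out the matches of JAZ8, CML38, XTH32 and XTH7, whose falls were known by then, but holds the JAZ1 match that is also named from the jasmonate list.

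Genes are named in the text by a rule with 5 parts. These are (a) genes with an identifier in the paper, of which none occurs in the tables, and (b) the 10 largest rises and 10 largest falls over the 6 lines. Part (b) covers genes past the threshold with the same direction in every line and a mean of at least 3 log2 CPM. Part (c) is the 5 largest class differences each way, of which there were none. Part (d) is the 2 members of each list with the smallest adjusted p. A gene named by its match can be 1 of several genes that share the match, and most of the others are not given. Part (e) is the 3 largest rises and 3 largest falls in HS, among genes within a log2 ratio of 1 in each other line and with a mean of at least 3 log2 CPM in HS. Named outside this rule, after their values were seen, are the matches of hemoglobin 1 and the members of the short lists.

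The procedures were tested on simulated data with 200 changed genes, 1 common dispersion for all genes and no other difference between FI and CK. The real counts differ in these respects, so the rates below may not hold for them. Of genes changed by 1 and 2 on the log2 scale, the infection test recovered 40% and 95%, with 6 false calls among 24335 genes. The class test recovered 1% and 35%, with 1 false call among 24347 genes. Alternatives were tried for the tool, normalization, low-count filter, line block, fold threshold, unit, prior count, left-out lines, dispersion, correlation scale, set test and depth. For depth, the reads of every library were thinned to 4457062, with 20 draws for the spread of the response. Alternatives for lncRNAs and for the subgenome split were not run, for want of loci and chromosomes.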

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

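The comparison of the response with the susceptibility of the lines, the test of a touch or wound response, and the count over all splits that part every line were chosen after the result was seen.

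Of 123 groups of 6 libraries or lines, 6 held a value whose gap to the nearest other value, as a share of the group's range, exceeded Dixon's 95% critical value. Chance alone gives this in about 1 in 20 groups, so 6 of 123 is no more than chance would give. The groups are also not independent, since many rest on the same libraries and ratios. The HS line accounts for 5 of the 6. The HS-FI library had a mean r of 0.960 with the other FI libraries, far from the 0.969 to 0.971 of those. HS had 1171 genes higher by size (624 to 793 in the other lines) and 207 genes that changed by size in that line while staying within a log2 ratio of 1 elsewhere (28 to 67 in the other lines). In HS the match of PSBQ, a photosystem II subunit (Gbscaffold24051.1), had a log2 ratio of -3.28, against -2.27 to -1.73 elsewhere. A terpenoid cyclase gene (Gbscaffold6370.2) had -5.10 in HS, against -2.87 to -1.70 elsewhere. In M the match of PCNA2 (Gbscaffold25034.2) had -0.88, against -2.25 to -1.95 in the other lines.

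The HS line had the largest response by size. Lower depth of the HS infected library is argued against: with every library thinned to 4457062 reads, the SD of the log2 ratios in HS exceeded that of the next line by 0.161 (SD 0.002 over 20 draws). A larger share of organelle transcripts among the reads in listed genes is argued against as well. It was 0.234% in HS-FI and 0.218% to 0.395% in the other FI libraries. Organelle reads outside the listed genes were not counted, so this share cannot speak to them. The susceptibility of the line cannot be told apart from other properties of HS: the mean SD was 1.24 in M, S and HS and 1.18 in F, HR and SHR, a difference of 0.062 (exact permutation p = 0.8, the smallest possible being 0.1), and M had the lowest SD of the 6 lines. The low share of mapped reads that HS-FI placed in listed genes, and the state of that single library, stay open as untested explanations.

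Infection changed 10120 genes over the 6 lines, and the scaling of the libraries is argued against as the whole explanation, since library totals gave 10217 genes, 8653 of them shared with TMM and 0 with the opposite sign. Chance sorting of the libraries is argued against by the 32 splits that set the 2 libraries of every line apart. Of these, 1 (the real one) gave as many as 10120 genes. That share, 3.12%, is the smallest that 32 splits allow. The highest other split gave 0, but any other split puts the real FI and CK difference into the residual spread, which lowers its count. The splits cannot rule out another cause that all FI libraries share. Of 100 splits drawn at random from all, most of which part fewer lines and so are not like the real one, the highest other gave 3882 while setting FI against CK in 4 of the 6 lines. Sampling at another time of day cannot be told apart from infection by the clock genes, although the paper states that controls were sampled in the same way. The evening clock genes (14, median log2 fold change 0.19) lay below the morning ones (3, all matched to LHY, median 0.91). The difference was -0.72, without opposite signs. A touch or wound response of the control plants cannot be told apart either. The median over 38 genes was -0.66, with 2 higher and 15 lower, and 31 of the 38 lay below 0. Matches of JAZ8, CML38, XTH32 and XTH7 had been seen before and were left out (log2 fold changes -5.08, -4.60, -6.75 and -6.14). Of these 38, 8 were also in the WRKY, 7 in the jasmonate, 5 in the AP2/ERF and 4 in the expansin and xyloglucan endotransglucosylase list. By the paper's Methods, root fibrils were cut before inoculation and controls were handled alike with distilled water. As described, wounding was thus part of the protocol of both groups. Infection itself stays the biological explanation that the design names.

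The match of hemoglobin 1, a protein that binds oxygen and scavenges nitric oxide (Gbscaffold12738.10), rose by 6.33 on the log2 scale (SE 0.43, adjusted p = 7e-06 in edgeR's quasi-likelihood test, 6 of 6 lines) and was picked after its values were seen. A candidate explanation is low oxygen in the infected hypocotyl. Over 22 genes matched to core low-oxygen loci the median was 0.76, with 12 higher and 2 lower. Of them, 4 (matches of ADH1 and PDC1) also belong to the glycolysis list, which follows a pathway that the study reported from these libraries. The largest rise among them was 3.09, in 1 of 3 matches of PCO2 (Gbscaffold4252.8, SE 0.27, adjusted p = 2.2e-05 in the same test, 6 of 6 lines), while 8 genes matched to SUS4 ran from -2.44 to 0.77. Low oxygen cannot be told apart from other inducers of hemoglobin 1 on a median between the bounds set for it, and no technical explanation was tested.

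The class difference between susceptible and resistant lines gave 0 genes in edgeR (798 at an unadjusted p under 0.05, and 14 at an adjusted p under 0.05 in DESeq2). The splits of 3 lines against 3 are too few for a share under 0.05: all 10 gave as many, with a real value of 0 and a highest other of 0.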

How the results depend on the processing

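The alternatives were chosen before the data were examined, except thinning for the 6-line effect and for the shared genes, which was chosen after seeing the data. Of the counts and summary values, 154 stayed within 1.5 times (counts) or 1 SD of the reported value under the alternatives chosen before, as did 10 under thinning, and 124 moved beyond that. Of the values of named genes and lists, 1033 kept direction and side of the threshold under the alternatives chosen before and 71 under thinning. None of these values reversed. Apart from them, list medians near 0 changed sign: AP2/ERF factors (0.03 to -0.15) and aquaporins (0.01 to -0.18) with library totals, aquaporins (-0.02) and cytochromes P450 (-0.01 to 0.02) without the HS line, and aquaporins (-0.01) in DESeq2. Other list medians that moved by over 1.5 times with library totals were those of ribosomal proteins (0.50 to 0.31), auxin response (-0.27 to -0.45), WRKY factors (-0.33 to -0.51), ABC transporters (0.22 to 0.04), heat shock proteins (0.24 to 0.06), UDP-glycosyltransferases (0.29 to 0.10), MATE efflux (-0.22 to -0.40) and cytochromes P450 (-0.01 to -0.20). Without the HS line those of MATE efflux (-0.12), UDP-glycosyltransferases (0.16), pathogenesis-related proteins (-0.99) and terpene synthases (-0.34) did. The cause was not tested where none is given below.

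The 6-line test gave between 3590 and 5101 higher and between 3807 and 6627 lower genes over tool, normalization, filter, line block, RPKM and RILs only. Of the 10120 genes called with the reported settings, these called 6614 to 9968 again. Leaving out 1 line gave 3942 to 4596 higher and 4192 to 4673 lower. Of the genes called both with the reported settings and in one of these, 0 had the opposite sign. The share of lower genes, 50.0% with TMM, was 64.9% with library totals. The fit without the line block gave 5101 and 5126, and thinning gave 4740 and 4835. Adding a log2 fold change above 1 left 2328 higher and 3373 lower, by construction fewer. The class difference was 14 genes in DESeq2 and 129 without the low-count filter, and 0 with the other scalings, with RILs only, with the rank of susceptibility and without each line in turn. At an unadjusted p under 0.05 the rank of susceptibility in the 4 RILs gave the most, 2014 of 24186 genes (smallest adjusted p 0.31), against 566 to 1222 without each line in turn and 911 with RILs only.

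By size, all 6 lines had more lower than higher genes and HS had the most under all 10 settings (1.19 to 1.50 times the next line), and F had more than M (1.01 to 1.24 times). Values are given as higher/lower. A prior count of 5, which shrinks ratios of low counts, left lower genes at 801 in F, 657 in M, 1222 in SHR, 859 in HR, 1129 in S and 1728 in HS. A minimum of 50 reads, which counts fewer genes, gave 651 lower in F, 370/567 in M, 505/986 in SHR, 418/740 in HR, 425/912 in S and 612/1314 in HS. A log2 ratio above 1 gave 3006/3818 in F, 3000/3742 in M, 3108/5143 in SHR, 3100/4969 in HR, 3267/4814 in S and 3754/6091 in HS. RPKM ratios with 0.5 added gave 389/821 in F, 381/605 in M, 406/858 in HR, 1116 lower in SHR, 1007 lower in S and 738 higher in HS. Shared genes with a log2 ratio above 1 were 1325/1873 in F and M, 1483/2587 in HR and SHR, 1604/2786 in S and HS and 819/1393 in the 4 RILs.

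The exact test on 2 libraries depends on the dispersion. A BCV of 0.2 called 2254 genes in F, 1791 in M, 2786 in SHR, 2418 in HR, 2620 in S and 3724 in HS, with 2029, 1592, 2502, 2076 and 2387 also called by the chi-square test in F, M, SHR, HR and S. A BCV of 0.1 called 2384, 1937, 2964, 2631, 2769 and 4026, with 2067, 1628, 2619, 2216, 2437 and 3464 called by both tests. The common dispersion of the 6-line fit called 1993, 1581, 2434, 2030, 2333 and 3361, with 1882 in F, 1496 in M, 1783 in HR and 2242 in S called by both. Genes shared at a BCV of 0.2 were 250/495 in F and M, 382/665 in HR and SHR, 363/798 in S and HS and 197/293 in the 4 RILs. At a BCV of 0.1 they were 263/529, 395/735, 378/870 and 201/328. At the common dispersion they were 227/438 in F and M, 348/565 in HR and SHR, 702 lower in S and HS and 181/245 in the 4 RILs.

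Mean correlations within CK, within FI and between them were 0.895, 0.860 and 0.801 for RPKM without a log, 0.929, 0.924 and 0.901 for Spearman's rho, and 0.955, 0.938 and 0.845 for genes with a mean RPKM of at least 1. With log2(CPM + 1) they were 0.982 within CK and 0.945 between CK and FI. In each scale the mean between CK and FI was the lowest. Among genes with a mean of at least 5 log2 CPM, the SD of the log2 ratios was 1.10 in SHR, 1.00 in HR, 1.03 in S and 1.25 in HS, and the slope of M on the other lines was 0.87.

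With a preset inter-gene correlation of 0.01, camera called 7 lists higher and 10 lower, against 0 with a correlation estimated for each list. The correlation is not the only difference between the 2 forms. Glutathione S-transferases had an estimated correlation of 0.015, near the preset one, but an unadjusted camera p of 0.0052 against 3.6e-07. The estimated form also rests on the few residual degrees of freedom of 12 libraries, so it has little power. The match of bZIP44, Gbscaffold20830.5 (AtbZIP44) in HS, no longer passed a log2 ratio of 2 with library totals (1.82), a prior count of 5 (2.00) and RPKM ratios with 0.5 added (1.85). The 2 alternatives for lncRNAs and the 1 for the subgenome split were not run, because the tables hold no lncRNA loci and no chromosomes. Low depth limits ratios of genes with few reads: counting genes from 1 read up moved the genes higher by size in HS from 1171 to 1601.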

Differences from the paper's values

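Of the 25 gene and lncRNA identifiers printed in the paper, 0 occur in the deposited counts. It is not stated whether the paper's numbers rest on the same gene set, and an effect of the gene set was not tested. A value that no longer differs at another dispersion therefore does not show that the dispersion made the difference. The paper's text and supplement give no dispersion for the edgeR test. The values here use a BCV of 0.4 at the paper's thresholds (p under 0.01, log2 ratio beyond 2 in size). The alternatives set before the data were examined were a BCV of 0.2, a BCV of 0.1 and the common dispersion of the 6-line fit. Of 44 values compared, 32 differ at a BCV of 0.4; of 38 for which alternatives exist, 12 differ at a BCV of 0.2 and 13 each at a BCV of 0.1 and at the common dispersion.

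Genes called higher in both parents number 337 in the paper and 144 here, and genes called lower 491 in the paper and 232 here. Genes called higher in both resistant RILs number 452 in the paper and 224 here, and in both susceptible RILs 473 in the paper and 218 here. Under all 3 alternatives these 4 values no longer differ by the rule used (more than 1.5 times). For all 4 RILs the paper has about 260 higher in Fig. 1D, read by eye, and 120 were found here; it has about 240 lower in Fig. 1D, read by eye, and 124 were found here. Neither differs under the 3 alternatives.

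The numbers of genes per line are larger in the paper. The paper has about 1100 higher and about 2000 lower in SHR in Fig. 1C, read by eye, against 561 and 962 here. It has about 830 and about 1100 in HR in Fig. 1C, read by eye, against 469 and 679 here. For F it has about 900 and about 1700 in Fig. 1C, read by eye, against 374 and 822 here. For M it has about 690 and about 1100 in Fig. 1C, read by eye, against 343 and 596 here. For S it has about 810 and about 2000 in Fig. 1C, read by eye, against 401 and 1040 here. For HS it has about 1900 and about 2900 in Fig. 1C, read by eye, against 834 and 1361 here. None of these differs under the 3 alternatives, except lower genes in HR at a BCV of 0.1 (1687) and higher genes in HS at the common dispersion (1260).

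Table S2 of the paper gives 2635 genes for the edgeR test in F (here 1196), 1774 in M (here 939), 4850 in HS (here 2195), 2775 in S (here 1441), 1940 in HR (here 1148) and 3143 in SHR (here 1523). Under the 3 alternatives none of these differs. For the chi-square test in M the paper has 3108 and here 1648, with no alternative set. Called by both tests in HR were 737 in the paper and 1146 here, and the value differs under all 3 alternatives. In the other 5 lines the number called by both does not differ at a BCV of 0.4 and differs under all 3 alternatives, for example in F with 1054 in the paper against 1196 at a BCV of 0.4 and 2029, 2067 and 1882 at a BCV of 0.2, of 0.1 and at the common dispersion. The percent called by both tests is 23.14 in the paper and 56.18 here in F, 20.78 and 56.98 in M, 26.98 and 58.20 in HS, 21.67 and 57.66 in S, 18.80 and 44.45 in HR, and 22.97 and 53.10 in SHR (the paper's value first). These differ under all 3 alternatives.

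The paper states that the chi-square test called more genes in all lines but HS. Here it called more in all 6 lines at a BCV of 0.4, the edgeR test called more in F, M and S at a BCV of 0.2, and in all 6 lines at a BCV of 0.1. None of these 3 settings gives the order stated in the paper. The paper describes the overlap of the tests as low in every line, while its lowest value here was 44.45%, in HR.

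The paper states that most changed genes were lower. In the test over the 6 lines 5057 genes were higher and 5063 lower, while 65.8% of those beyond 2 on the log2 scale, and 61.7% (M) to 71.1% (SHR) by size in single lines, were lower.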

Other observations

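The comparison of lncRNA primers with universal rRNA primers, and that of gene lists between the classes of lines, were chosen after the data were seen.

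Photosynthetic genes of the lower hypocotyl were mostly lower in infected plants. The share of green tissue in the pools was not measured, so a change of that share cannot be told apart from a change within cells. Of 82 photosystem and chlorophyll a/b-binding genes, 53 were lower, 2 higher and 27 did not pass over the 6 lines in edgeR's quasi-likelihood test (61 and 2 when adjusted over the list alone), with a median log2 fold change of -1.14 (adjusted p = 0.37 with an estimated correlation, from camera). The match of PSBQ, a photosystem II subunit (Gbscaffold24051.1), had a log2 fold change of -2.31 (SE 0.25, adjusted p = 6.7e-05 in edgeR's test, 6 of 6 lines). Of 349 ribosomal protein genes, 174 were higher, 24 lower and 151 did not pass (178 and 27 over the list alone), with a median of 0.50 (adjusted p = 0.29 with an estimated correlation). A gene of ribosomal protein S24e (Gbscaffold17934.22) had a log2 fold change of 1.95 (SE 0.16, adjusted p = 1.6e-05 in edgeR's test, 6 of 6 lines). Of 86 heat shock protein genes 32 were higher and 7 lower (33 and 7 over the list alone), with a median of 0.24 (adjusted p = 0.29 with an estimated correlation), and with library totals 22 were higher and 11 lower with a median of 0.06. Among them was the match of HSP101, a chaperone that dissolves protein aggregates (Gbscaffold1387.10, log2 fold change 2.25). UDP-glycosyltransferase genes were higher in 47 of 127 cases and lower in 18 (48 and 18 over the list alone), with a median of 0.29 (0.10 with library totals and 0.16 without the HS line; adjusted p = 0.29 with an estimated correlation). The study reported photosynthesis (Supplementary Fig. S4) and ribosome (Fig. 6E) as enriched from these samples, so these lists are not independent evidence.

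Receptor-like kinases and NBS-LRR proteins perceive pathogens, and WRKY factors regulate defence genes. Of 421 receptor-like kinase genes, 138 were lower and 49 higher (143 and 51 over the list alone; median -0.51, adjusted p = 0.32 with an estimated correlation), among them the match of BAM1 (Gbscaffold23682.2, log2 fold change -2.23). Of 261 NBS-LRR resistance genes, 45 were lower and 9 higher (23 and 2 over the list alone, 68 and 3 with library totals). Their median was -0.35 (adjusted p = 0.39 from camera with an estimated correlation). Of 89 WRKY genes, 31 were lower and 13 higher (34 and 13 over the list alone; median -0.33, adjusted p = 0.59 with an estimated correlation), with the match of WRKY48 at -2.28 (Gbscaffold31914.5) and that of WRKY23 at 1.36 (Gbscaffold10069.7). Of 64 pathogenesis-related genes, 23 were lower and 12 higher (26 and 16 over the list alone; median -0.56, adjusted p = 0.29 with an estimated correlation), and without the HS line 18 were lower and 6 higher, with a median of -0.99. Of 16 terpene synthase genes, 6 were lower and 5 higher (7 and 6 over the list alone; median -0.54, or -0.34 without the HS line, adjusted p = 0.88 with an estimated correlation), with the match of ATTPS21 at 3.05 (Gbscaffold16133.2, SE 0.35). AP2/ERF genes went both ways, with 26 of 89 lower and 21 higher (26 and 25 over the list alone; adjusted p = 0.82 with an estimated correlation); their median was 0.03 with TMM and -0.15 with library totals, and 2 matches of ERF1 rose by 2.68 and 3.69 (Gbscaffold1221.29 and Gbscaffold7896.16). Of 49 aquaporin genes, 11 were lower and 11 higher, also over the list alone (median 0.01 with TMM and -0.18 with library totals, adjusted p = 0.90 with an estimated correlation), with the match of PIP1B at -3.44 (Gbscaffold17040.1). Of all 27 lists, 0 passed camera with an estimated correlation, a form of the test with little power at 12 libraries.

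The medians of 4 of 27 lists did not overlap between the 3 resistant and the 3 susceptible lines, where chance gives 10% of the lists, or 2.7 (the smallest exact p is 0.1). The photosystem median was -2.05 to -1.20 in the susceptible and -0.98 to -0.39 in the resistant lines, and that of DNA replication -1.16 to -0.50 and -1.58 to -1.31. The others were expansins with xyloglucan endotransglucosylases and cytochromes P450. Tested as a difference between the classes, the 4 lists had adjusted p = 0.33, 0.24, 0.27 and 0.55 with an estimated correlation. Histone genes lower by size numbered 17 in F, 0 in M, 18 in SHR, 15 in HR, 18 in S and 2 in HS.

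Of 17 lncRNA primer pairs in Table S5, 1 shares at least 12 bases in a row with one of 11 universal rRNA primers.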
